# Global translation during early development depends on the essential transcription factor PRDM10

**DOI:** 10.1038/s41467-020-17304-3

**Published:** 2020-07-17

**Authors:** Brenda Y. Han, Michelle K. Y. Seah, Imogen R. Brooks, Delia H. P. Quek, Dominic R. Huxley, Chuan-Sheng Foo, Li Ting Lee, Heike Wollmann, Huili Guo, Daniel M. Messerschmidt, Ernesto Guccione

**Keywords:** Developmental biology, Molecular biology

## Abstract

Members of the PR/SET domain-containing (PRDM) family of zinc finger transcriptional regulators play diverse developmental roles. PRDM10 is a yet uncharacterized family member, and its function in vivo is unknown. Here, we report an essential requirement for PRDM10 in pre-implantation embryos and embryonic stem cells (mESCs), where loss of PRDM10 results in severe cell growth inhibition. Detailed genomic and biochemical analyses reveal that PRDM10 functions as a sequence-specific transcription factor. We identify *Eif3b*, which encodes a core component of the eukaryotic translation initiation factor 3 (eIF3) complex, as a key downstream target, and demonstrate that growth inhibition in PRDM10-deficient mESCs is in part mediated through EIF3B-dependent effects on global translation. Our work elucidates the molecular function of PRDM10 in maintaining global translation, establishes its essential role in early embryonic development and mESC homeostasis, and offers insights into the functional repertoire of PRDMs as well as the transcriptional mechanisms regulating translation.

## Abstract (web summary)

PRDM family members are transcriptional regulators involved in cell identity and fate determination. Here, the authors characterize PRDM10 and show that it functions to ensure global translation efficiency during early embryonic development.

## Introduction

PRDM proteins are characterized by the presence of a conserved N-terminal PR (PRDI-BF1 and RIZ1) homology domain closely related to the lysine methyltransferase SET domain, followed by variable C2H2-type zinc finger repeats that typically mediate sequence-specific DNA binding. Several PRDMs have been shown to act as important transcriptional regulators controlling cell fate specification in various developmental contexts^1–3^. For example, *Prdm1* is required for primordial germ cell specification and branchial arch patterning during embryonic development^4^, and also plays an important role in regulating hematopoietic lineage differentiation^5^. *Prdm16* promotes brown fat adipogenesis^6,7^ and hematopoietic stem cell maintenance^3^. We and others have uncovered a critical and nonredundant role for *Prdm14* and *Prdm15* in maintaining naïve pluripotency of embryonic stem cells^8,9^.

*Prdm10*, also known as tristanin^10^, is highly conserved in vertebrates and belongs to the same phylogenetic subfamily as *Prdm15*^11^. *Prdm10* is expressed in various embryonic and adult tissues^12,13^. A large-scale phenotypic screen revealed that homozygous deletion of *Prdm10* in mice is embryonic lethal^14^, and gene rearrangements involving PRDM10 have been described in some undifferentiated pleomorphic sarcomas^15,16^. Despite its potential biological significance, the molecular and functional properties of PRDM10 remain largely unknown, and its role in vivo has not been well-characterized.

In this study, we establish a conditional *Prdm10* knockout mouse model to uncover a critical role for PRDM10 during very early embryonic development, and utilize mouse embryonic stem cells (mESCs) to study PRDM10’s biochemical and molecular properties. We demonstrate that PRDM10 acts as a transcription factor that binds to the promoters of target genes and regulates their expression. Through direct transcriptional regulation of *Eif3b*, a key translation initiation factor, we show that PRDM10 plays a critical role in maintaining global translation essential for mESC survival.

## Results

### PRDM10 is essential for preimplantation embryogenesis

*Prdm10* encodes a protein containing an N-terminal PR domain, followed by ten C2H2 zinc fingers and a C-terminal glutamine (Q)-rich transactivation domain (Supplementary Fig. 1a) which is unique among the 17 PRDM family members. To explore the function of PRDM10 in vivo, we generated mice bearing a conditional allele (*Prdm10*^F^) in which exon 5 of *Prdm10* is flanked by loxP sites (Supplementary Fig. 1b). Cre-mediated removal of exon 5 introduces a frameshift resulting in a nonfunctional truncated protein (Supplementary Fig. 1a), thus generating a null allele (*Prdm10*^Δ^) (Supplementary Fig. 1b). While *Prdm10*^Δ/+^ mice were viable and fertile with no gross morphological or behavioral abnormalities observed in daily husbandry, no *Prdm10*^Δ/Δ^ live pups were recovered from heterozygous intercrosses.

This prompted us to examine embryos from *Prdm10*^Δ/+^ intercrosses at pre- and post-implantation time-points to define the timing of embryonic lethality. While at embryonic day (E) 3.5, all genotypes were recovered at close to Mendelian ratios, *Prdm10*^Δ/Δ^ embryos were slightly underrepresented at E4.5, and no viable *Prdm10*^Δ/Δ^ embryos were recovered at E7.5 and E12.5 postimplantation stages (Fig. 1a, Supplementary Fig. 1c). At E3.5, *Prdm10*^Δ/Δ^ embryos had an abnormal, morula-like appearance (86%), in contrast to control embryos being mostly expanding/expanded blastocysts (Fig. 1b, c and Supplementary Fig. 1d). Consistently, ex vivo cultured *Prdm10*^Δ/Δ^ embryos developed normally from 2-cell to morula stage yet failed to form expanded blastocysts (Supplementary Fig. 1e). These data are consistent with the timing of embryonic death observed in *utero* and furthermore show that lethality is due to an embryo-intrinsic defect independent of implantation failure. Given these observations and the complete absence of *Prdm10*^Δ/Δ^ embryos at postimplantation stages, we conclude that loss of PRDM10 causes developmental arrest before blastocyst formation and embryonic lethality peri-implantation.

**Fig. 1:**
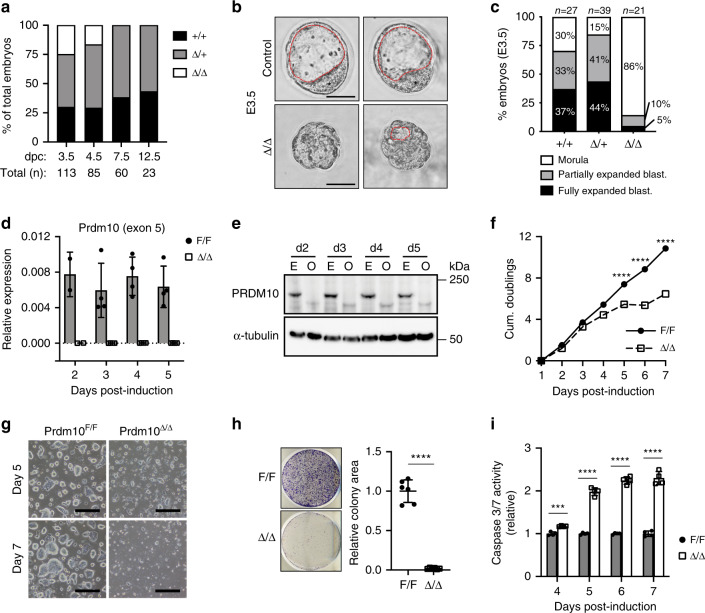
*Prdm10* is essential for mouse preimplantation embryogenesis and mESC growth. **a** Frequency of embryo genotypes obtained from heterozygous intercrosses at each developmental stage. E3.5 embryos are recovered at the expected Mendelian distribution; no *Prdm10*^Δ/Δ^ embryos are observed by E7.5. **b** Representative images of mutant (*Prdm10*^Δ/Δ^) and control (*Prdm10*^+/+^, *Prdm10*^Δ/+^) embryos isolated at E3.5. The inner cell mass (ICM) is labeled with an asterisk, and the blastocoel is defined by a red dashed line. Scale bar: 50 μm. **c** Scoring of E3.5 embryos into three phenotypic categories: morula, partially expanded blastocyst, or fully expanded/cavitated blastocyst. *n* = 27 (*Prdm10*^+/+^), *n* = 39 (*Prdm10*^Δ/+^), *n* = 21 (*Prdm10*^Δ/Δ^). **d** qRT-PCR analysis of *Prdm10* exon 5 expression in OHT-treated *Prdm10*^F/F^; CreER^T2^ (Δ/Δ) mESCs compared with vehicle-treated (F/F) controls at indicated time-points post-induction. Expression normalized to *Ubb*; *n* = 3 biological replicates. **e** Western blot analysis of PRDM10 protein levels in *Prdm10*^F/F^; CreER^T2^ mESCs at indicated time-points (days) after exposure to EtOH (E) or OHT (O). Loading control, α-tubulin. **f** PRDM10-depleted mESCs exhibit an increasingly severe cell growth defect over time. Cells were passaged at constant density every 2 days and counted daily up to Day 7 post-induction; *n* = 4 samples. *Y*-axis: cumulative population doublings. **g** Representative brightfield images of *Prdm10*^F/F^ and *Prdm10*^Δ/Δ^ mESC colonies at Day 5 and 7 post-induction. Cells were plated at equal densities 2 days prior to image acquisition. Scale bar: 500 μm. **h** Representative images from colony formation assay; *n* = 6. *Prdm10*^F/F^ and *Prdm10*^Δ/Δ^ mESCs were seeded at Day 3 post-induction and fixed for analysis at Day 8. **i** Caspase 3/7 activity in *Prdm10*^Δ/Δ^ mESCs relative to *Prdm10*^F/F^ controls, at Day 4 to 7 post-induction; *n* = 4 technical replicates for each time-point. Data are presented as mean ± s.d. Representative data shown from one out of three independent experiments (**f, g**, and **i**). ***P < 0.001, ****P < 0.0001; two-tailed unpaired Student’s *t* test (**f**, **h**, and **i**).

Remarkably, despite the fully penetrant preimplantation stage lethality phenotype, with evidence of increased cell apoptosis (Supplementary Fig. 2a), *Prdm10*^Δ/Δ^ embryos still expressed lineage-specific markers such as OCT4 (inner cell mass; ICM), CDX2 (trophectoderm; TE), and NANOG (epiblast) at detectable levels (Supplementary Fig. 2a–c). This suggests that PRDM10 is not required for inducing lineage segregation, even though it is essential for embryo survival and developmental progression beyond preimplantation stages.

### *Prdm10*-null mESCs show reduced growth and increased apoptosis

To facilitate the investigation of PRDM10’s cellular and molecular functions in early development, we employed the strategy of using mESCs as an in vitro model, thus circumventing accessibility limitations to the embryo. We generated *Prdm10*^F/F^; *ROSA26*-CreER^T2^ mESCs in which Cre-mediated deletion is inducible by 4-hydroxytamoxifen (4-OHT) exposure. Recombination efficiency upon induction was verified at the genomic (Supplementary Fig. 3a), transcript (Fig. 1d, Supplementary Fig. 3b) and protein level (Fig. 1e, Supplementary Fig. 3c). Phenotypic characterization was performed on *Prdm10*^F/F^; *ROSA26*-CreER^T2^ mESCs maintained in serum-containing medium with leukemia inhibitory factor (serum/LIF).

Following acute deletion of *Prdm10*, we observed a reduction in cell growth rates becoming detectable starting around 3–4 days post-deletion and increasing in severity thereafter (Fig. 1f). Consistent with the observed growth defect, *Prdm10*-null mESCs formed smaller colonies that expanded poorly compared with controls (Fig. 1g, h), although colony morphology was not significantly altered (Fig. 1g). Crucially, re-introduction of full-length *Prdm10* (Supplementary Fig. 3d, e) was sufficient to rescue the growth defects in *Prdm10*^Δ/Δ^ cells (Supplementary Fig. 3f). Also of importance, *Prdm10*-null mESCs cultured in defined serum-free 2i medium with LIF (2i/LIF) showed a similar defect in growth (Supplementary Fig. 3g), suggesting that the phenotypic consequences of PRDM10 deficiency are not rescued by MEK or GSK3 inhibition, and more generally, that the requirement for PRDM10 in mESCs is independent of specific culture conditions.

To understand the basis for impaired cell growth in *Prdm10*-deficient mESCs, we evaluated possible impacts on cell survival and proliferation. For one, the loss of PRDM10 had no significant effect on cell cycle distribution (Supplementary Fig. 3h), suggesting that cell cycle progression is unaffected in *Prdm10*^Δ/Δ^ mESCs. However, *Prdm10*^Δ/Δ^ mESCs exhibited significantly higher levels of caspase 3/7 activity compared with controls (Fig. 1i), particularly at later time-points post-recombination (from Day 5 onwards), consistent with the kinetics of phenotypic onset observed in cell growth assays (Fig. 1f). These data demonstrate that PRDM10 deficiency leads to significantly increased apoptotic cell death in mESCs, and suggest that the *Prdm10*-null phenotype is independent of proliferation defects but instead can be mostly attributed to decreased cell survival.

### PRDM10 is dispensable for pluripotency and differentiation

Previous studies from our group and others have identified two essential members of the PRDM family, PRDM14 and PRDM15, as key regulators of naïve pluripotency in ESCs^8,9,17^, which raises the question of whether PRDM10 may also be required for maintenance of mESC pluripotency. To address this, we assessed the expression of several well-characterized pluripotency markers at multiple time-points (up to 8 days) after *Prdm10* deletion. Global transcriptome analysis of *Prdm10*^Δ/Δ^ mESCs compared with controls at days 2 and 4 post-deletion showed no significant downregulation of genes associated with mESC pluripotency and self-renewal; in particular, the transcription factors comprising the core pluripotency regulatory circuitry (*Pou5f1*, *Klf4*, *Sox2*, *Nanog*) were expressed at levels comparable to or slightly higher relative to controls (Supplementary Fig. 4a). As further validation, we examined selected pluripotency markers (*Nanog*, *Pou5f1*, *Klf2, Klf4*, *Esrrb*) by qRT-PCR at day 6 and 8 post-deletion, and confirmed that their expression was maintained even at time-points where *Prdm10*^Δ/Δ^ mESCs exhibit significant growth and survival defects (Supplementary Fig. 4b).

Similarly, we detected no reduction in SSEA-1 surface expression on *Prdm10*-null mESCs at day 4 and 6 post-deletion (Supplementary Fig. 4c). *Prdm10*^Δ/Δ^ mESCs formed colonies smaller than that of controls, but nonetheless stained positive for alkaline phosphatase activity and showed a level of AP-positive colony formation ability comparable to that of controls, even at day 7 post-deletion (Supplementary Fig. 4d). Lastly, transcriptomic analysis of *Prdm10*^Δ/Δ^ mESCs cultured under SL conditions revealed no significant misregulation of germ layer lineage markers (Supplementary Fig. 4e), confirming that loss of PRDM10 does not induce precocious differentiation. Taken together, our results indicate that PRDM10 promotes normal growth of mESCs and early embryos, but is dispensable for the maintenance of the pluripotent state.

To understand if PRDM10 may play a role in mESC differentiation, we assessed the requirement for PRDM10 during embryoid body (EB) formation (Supplementary Fig. 5a). Following LIF withdrawal, *Prdm10*^Δ/Δ^ mESCs formed EBs morphologically similar to that of controls (Supplementary Fig. 5b), and upregulated expression of various germ layer lineage markers (Supplementary Fig. 5c), indicating that they retained the ability to undergo EB differentiation. Moreover, regulators of the core pluripotency network (i.e., *Pou5f1*, *Klf4*, *Nanog*) were expressed at levels comparable to or slightly higher relative to controls (Supplementary Fig. 5d), consistent to what was observed in ES cells (Supplementary Fig. 4a, b), Importantly, visible deterioration of *Prdm10*^Δ/Δ^ EBs was observed at day 6 post-*Prdm10* deletion (Supplementary Fig. 5b), at a time-point similar to when *Prdm10*^Δ/Δ^ mESCs cultured under pluripotency conditions also show a pronounced phenotype (Fig. 1f). Hence, our results are consistent with the essential role of PRDM10 in cell survival, and further suggest that PRDM10 is dispensable for the induction of EB differentiation.

### Genome-wide identification of PRDM10 binding sites

Most PRDM family members can act as transcriptional regulators^2^. We thus hypothesized that the requirement for PRDM10 in mESCs may also be mediated primarily through its predicted molecular function as a sequence-specific transcription factor. To test this, we performed genome-wide profiling of PRDM10 binding sites in mESCs by chromatin immunoprecipitation with sequencing (ChIP-seq). 

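PRDM10 was immunoprecipitated from *Prdm10* F/F; *ROSA26-*CreER T2 mESCs, mouse embryonic stem cells in which 4-hydroxytamoxifen (4-OHT) switches on a Cre recombinase that deletes the floxed *Prdm10* allele. Cells were given 50 nM 4-OHT or the ethanol vehicle (EtOH) for 24 h and harvested at 48 h. Each treatment had 3 ChIP samples, each made with a different polyclonal antibody, and 1 input sample. The authors aligned the reads to mm10 (GRCm38) with bwa, removed duplicates, multi-mapping reads and low-quality alignments, called peaks with SPP on the alignments pooled over the 3 antibodies, removed peaks in the ENCODE blacklist, and kept the peaks that were reproducible between pseudo-replicates of the pool. The deposited data used here are 1 peak list per treatment, with the position, summit, IDR score and signal value of each peak. Because the lists are pooled, no value per antibody was analysed here and no peak has a replicate error. Read depth is not recorded in the lists, and the only figure for it is the approximate number of raw reads per library in the methods. The signal value is the peak caller's own and was used here only to rank and compare peaks within a list. Peaks were joined to GENCODE vM21 transcripts and to the GRCm38.p6 sequence, which is the build the authors used. Wilson 95% intervals on shares of peaks cover the sampling of peaks, not the variation between antibodies or cultures.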

We validated three different polyclonal antibodies against PRDM10 and used them in ChIP experiments with *Prdm10*^F/F^; *ROSA26-*CreER^T2^ mESCs to generate three independent ChIP-seq datasets, from which we identified a set of 528 reproducible peaks (IDR < 0.05) (Supplementary Fig. 6a, Supplementary Data 1). 

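The EtOH list held 528 peaks in 520 distinct intervals, 8 of which were listed with 2 summits. All 528 have the same interval and summit in Supplementary Data 1. The peaks were 113 to 709 bp wide, and 300 of them had the commonest width of 430 bp. The IDR score, which rises with reproducibility up to 1000, was at that maximum for 504 peaks, and the lowest score of 544 stands for an IDR of 0.049. Of the alternatives tried, merging overlapping peaks moved the count most, to 484 regions. Signal values ran from 9.78 to 899.8 with a median of 131. The peak with the highest signal value lay on chromosome 13 from 54693719 to 54694427 (GRCm38), with its summit 120 bp from the nearest TSS, at *Rnf44*. The next had a signal value of 838 and lay on chromosome 8 from 116921365 to 116921834, between *Cenpn* and *Cmc2*. The third, on chromosome 10 from 81293003 to 81293447, reached 772 near *Tjp3* and *Pip5k1c*. The fourth, on chromosome 4 from 148626674 to 148627136, reached 771 at *Tardbp*, and the fifth, on chromosome 11 from 62602584 to 62602964, reached 764 at *2410006H16Rik*.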

To ascertain antibody specificity, parallel experiments were performed in mESCs depleted of PRDM10 protein after 4-OHT induction. Comparison of both sets of ChIP-seq data revealed that all peaks detected in wild-type (WT) cells were absent or strongly diminished in PRDM10-depleted cells due to PRDM10 protein reduction upon recombination (Supplementary Fig. 6a). Conversely, we did not find any peaks present in PRDM10-deficient cells but absent in WT mESCs, further validating the specificity of our approach.

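The 4-OHT list held 176 peaks. Of the 528 EtOH peaks, 107 (20.3%, Wilson 95% interval 17.1% to 23.9%) overlapped a 4-OHT peak by at least 1 bp, and 421 (79.7%) did not. Among the 100 EtOH peaks with the highest signal values, 66 overlapped a 4-OHT peak, against 31 of the 164 peaks ranked 101 to 264 and 10 of the 264 peaks below them. The median EtOH signal value was 463 for peaks with a 4-OHT peak (quartiles 330 and 554) and 91.6 for peaks without (quartiles 45.9 and 218), a difference of 371 (two-sided permutation test with 100000 resamples, p = 1e-05, the smallest p they can give). The ranges overlapped: a peak with a signal value of 772 had no 4-OHT peak, and a peak with a signal value of 11.6 had one. The latter peak overlaps an EtOH peak with a signal value of 554, which overlaps the same 4-OHT peak. Several others of the 10 lower-ranked peaks also overlap a stronger EtOH peak or share its interval. An overlap with a 4-OHT peak there need not mean that a weak site stayed bound. Over the 121 overlapping pairs, the ranks in the 2 lists were correlated with Spearman's rho of 0.37 (permutation test, p = 5e-05), across peaks, which are not independent replicates. A peak with more than 1 overlap entered more than 1 pair, which the permutation test does not allow for. With summits within 100 bp, 97 pairs gave a rho of 0.50 (permutation test, p = 1e-05). The choice that moved the share most was an overlap of at least 50% of both peaks, which gave 9.85%. Peaks in the 4-OHT list were wider, with a median of 1140 bp. Signal values of the 2 lists are not on a common scale, so the loss of signal at an overlapping peak was not measured here.

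**Figure D1:**
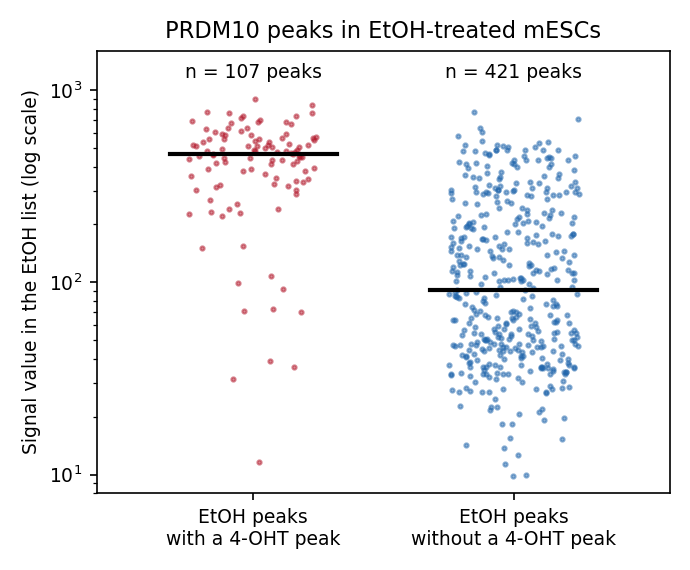
Signal value in the EtOH list (log scale) of each EtOH peak, split by overlap of at least 1 bp with a 4-OHT peak. Points are peaks and lines are medians, which are 463 for the 107 peaks with a 4-OHT peak and 91.6 for the 421 peaks without.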

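In the deposited lists, 109 of the 176 4-OHT peaks overlapped an EtOH peak by at least 1 bp and 67 (38.1%) did not. The 67 peaks had a median signal value of 41.0 within the 4-OHT list, from 15.6 to 67.3, and the 109 others had a median of 99.9, from 14.2 to 434. The strongest of the 67 ranked 74 in the 4-OHT list. All 67 had the commonest width of 1140 bp, as did 58 of the 109 others. The IDR score was at its maximum for 7 of the 67 and for 91 of the 109. With a score of at least 830, which stands for an IDR of 0.01, required in both lists, 14 4-OHT peaks had no EtOH peak. Of the 67, 27 lay on chromosome 1, 18 on chromosome 11, 13 on chromosome 8 and 5 on chromosome 6. On chromosome 1, 11 of them lay within 83.5 kb, from 88233662 to 88317142, a stretch that holds *Mroh2a*, *Hjurp* and *Trpm8* and was singled out after the positions had been seen. The same stretch holds 3 other 4-OHT peaks, which overlap an EtOH peak, and 3 EtOH peaks, with signal values of 27.0 to 36.4 in the EtOH list. The highest signal value among the 67, 67.3, was in an intron of *Trpm8* (chromosome 1, 88296739 to 88297878), followed by 58.2 at 88233662 to 88234801 and 56.3 at 88260760 to 88261899 on the same chromosome, both within 1 kb downstream of an annotated transcript, 52.3 in an exon at 88245602 to 88246741, and 52.3 in an intron of *Abca13* (chromosome 11, 9197294 to 9198433). A promoter was overlapped by 10 of the 67 peaks and by 105 of the 109 others.

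**Figure D2:**
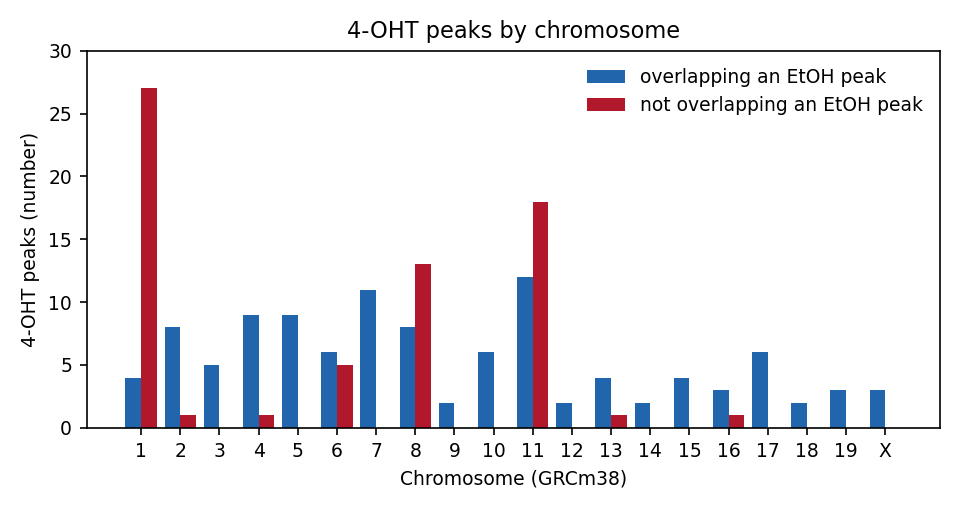
Number of 4-OHT peaks on each chromosome of GRCm38, for the 109 that overlap an EtOH peak and the 67 that do not. Chromosomes 1, 11 and 8 hold 27, 18 and 13 of the 67.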

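Of the 528 EtOH peaks, 376 (71.2%, Wilson 95% interval 67.2% to 74.9%) overlapped the TSS of an annotated transcript or the 1 kb upstream of it. When the same peaks were placed at random on their own chromosomes outside assembly gaps, the share had a median of 4.73% and was at most 7.77% in 1000 placements (two-sided p = 0.002 from these permutations of position, the smallest they can give). Intergenic regions, more than 1 kb from a gene, held 51 peaks (9.66%, interval 7.42% to 12.5%), against a median of 48.5% and at least 41.7% in the placements (two-sided p = 0.002 from the same permutations). A promoter was given priority over other features, and the remaining peaks lay in introns (58 peaks), in the 1 kb downstream of a gene (21), in exons (19) and in 5′UTRs (3). The summit lay within 500 bp of a TSS for 369 peaks (69.9%, interval 65.8% to 73.6%), with a median distance of 148.5 bp. Promoters held 123 of the 132 peaks in the quartile with the highest signal values and 51 of the 132 in the lowest. The promoter share was most changed by counting the 1 kb on both sides of a TSS, which gave 76.3%.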

The PRDM10 binding sites revealed in our ChIP-seq data are strongly enriched at promoter regions, with 70.8% of peaks residing within 1 kb upstream from or overlapping with gene transcriptional start sites (TSSs) and only 9.8% mapping to intergenic regions (Fig. 2a, b). Consistent with its enrichment within gene promoters, PRDM10 binding is highly associated with regions of transcriptionally active chromatin marked by H3K4me3, H3K4me1, and H3K36me3 (Supplementary Fig. 6b).

**Fig. 2:**
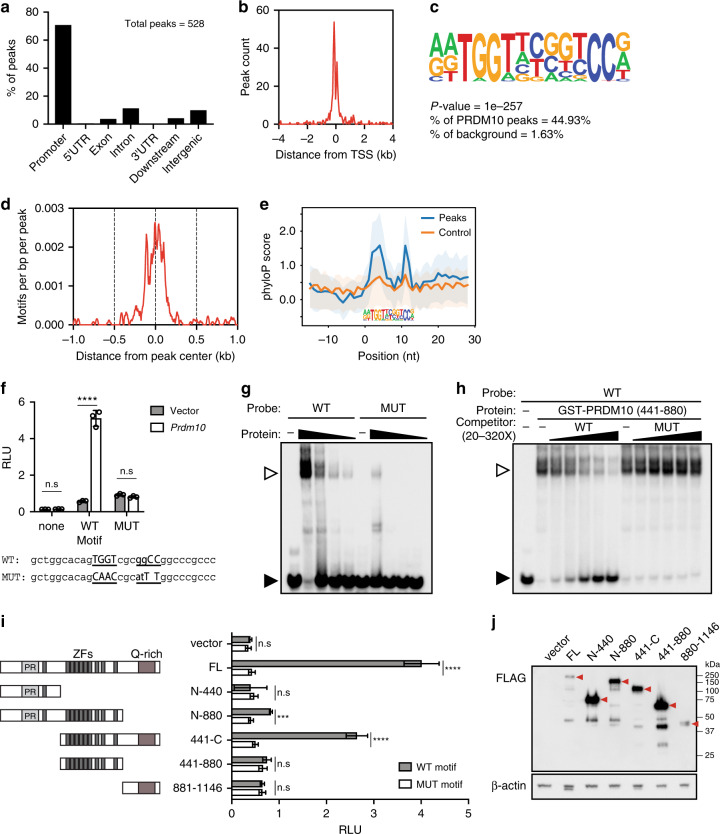
PRDM10 is a sequence-specific zinc finger transcription factor. **a** Genomic feature annotation of PRDM10 binding sites (*n* = 528) reveals strong enrichment in proximal gene promoters. **b** Distribution of PRDM10 peaks relative to gene transcriptional start sites (TSS) showing that most peaks are located within 500 bp of a TSS. **c** Sequence motif identified as highly enriched in PRDM10 binding sites (*P* = 10^–257^). **d** Density histogram showing localization of motif relative to PRDM10 peak centers. **e** Sequence conservation profiles for motifs detected within PRDM10 peaks (blue) vs. control regions (orange). Control: all genomic regions within ±1 kb of gene TSS. *Y*-axis: phyloP vertebrate conservation score. Shaded regions: 25–75% percentile of conservation scores. **f** PRDM10 motif validation by luciferase reporter assay. HEK293T cells were transfected with reporter constructs containing either the canonical (WT) or mutated (MUT) motif sequence, together with *Prdm10* expression plasmid or vector control. PRDM10 stimulates transcriptional activation only in the presence of the canonical motif. *n* = 3 samples. **g** Binding of labeled probe (10 nM) containing WT vs. MUT motif in the presence of PRDM10_441–880_ protein (125–1000 nM), assessed by gel-shift assay. Open arrowheads: bound probe; solid arrowheads: free probe. **h** Competition assay showing specificity of PRDM10 interaction with its motif. PRDM10_441−880_ binding to 10 nM labeled WT probe is diminished in the presence of 20- to 320-fold molar excess of unlabeled WT probe; competition with the MUT probe has no effect. **i** Schematic of *Prdm10* full-length and mutant expression constructs tested in reporter assays (*left*). Expression of PRDM10_FL_, PRDM10_N-880_, and PRDM10_441-C_ selectively activates the WT motif reporter; *n* = 3 samples (*right*). **j** Western blot of FLAG-tagged PRDM10 constructs from whole cell lysates of transfected HEK293T cells. Arrowheads: proteins of interest. Loading control: β-actin. Reporter activity expressed as relative luminescence units (RLU) of firefly luminescence normalized to Renilla control (**f** and **i**). Representative data shown from one out of two (**g** and **h**) or three (**f** and **i**) independent experiments. Mean ± s.d. ***P < 0.001, ****P < 0.0001, n.s., not significant; two-tailed unpaired Student’s *t* test (**f** and **i**).

### PRDM10 is a sequence-specific transcription factor

By de novo motif discovery, we identified a consensus sequence highly enriched within PRDM10 binding sites (Fig. 2c). This motif showed central enrichment in PRDM10 peaks (Fig. 2d) and strong sequence conservation within PRDM10-bound sites compared with background genomic regions (Fig. 2e), leading us to hypothesize that it may be a functionally relevant candidate for DNA binding by PRDM10. 

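The logo in Fig. 2c was read by eye as the 14-base pattern VDTGGTNYVNYCCD, where V is A, C or G, D is A, G or T, and Y is C or T. The HOMER matrix was not used here. The paper found its motif in these same 528 peaks, so enrichment of the pattern in them is not independent support for it. In repeat-masked GRCm38.p6 sequence, 170 of the 528 EtOH peaks (32.2%, Wilson 95% interval 28.4% to 36.3%) held at least 1 match on either strand, against 67 of 5280 regions (1.27%) of the same length and GC content within 1 kb of TSSs of genes without a peak (two-sided Fisher's exact test, p = 7.21e-132). The share depends on how strictly the pattern is read: it was 51.7% with 1 mismatch allowed outside the 6 core bases, with 6.16% of the matched regions, and 61.7% for the core TGGTNNNNNCC alone, with 18.7% of the matched regions. In a count that did not start from the pattern, all 22880 combinations of a 3-mer, a gap of 0 to 10 bases and another 3-mer were ranked by their enrichment in peaks. TGG and CCA with 6 bases between them came first, in 205 peaks and 746 of the 5280 regions, and TGG and TCC with 5 bases between them came second, in 270 peaks (51.1%) and 1195 regions (22.6%). Both combinations fit the 14-base pattern. The WT probe that the paper lists in Supplementary Data 8 for the gel shift assays, CTGGCACAGTGGTCGCGCCCGGCCCGCC, occurs on chromosome 4 from 83486672 to 83486699 on the plus strand, within a peak at the promoter of *Psip1* (83486357 to 83486809) whose signal value of 626 ranks 20 in the EtOH list. The sequence there, with 20 bases on each side, is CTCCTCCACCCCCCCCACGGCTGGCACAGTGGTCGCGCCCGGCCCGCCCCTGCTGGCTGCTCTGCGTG. Its 14 bases AGTGGTCGCGCCCG differ from the pattern at 1 position. This locus was looked up after the peaks and the motif matches had been seen.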

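The 204 matches of the pattern in 170 EtOH peaks had their centres at a median distance of 61.5 bp from the peak summit. With each match placed at random within its own peak, the median distance was 89.5 bp, and none of 10000 draws gave less than 63.5 bp (two-sided permutation test, p = 0.0002, the smallest they can give). Within 50 bp of the summit lay 41.2% of the matches. Some listed peaks overlap, and a site lying in more than 1 of them was counted in each. With each site counted once, in the overlapping peak with the highest signal value, a setting chosen after seeing the data, 191 sites in 162 peaks gave 60.5 bp against 87.5 bp (two-sided permutation test, p = 0.0002). Taking only the closest match in each peak gave 55.5 bp against 80.5 bp. The shorter core TGGTNNNNNCC gave 76.0 bp against 92.0 bp. Conservation scores were not analysed here.

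**Figure D3:**
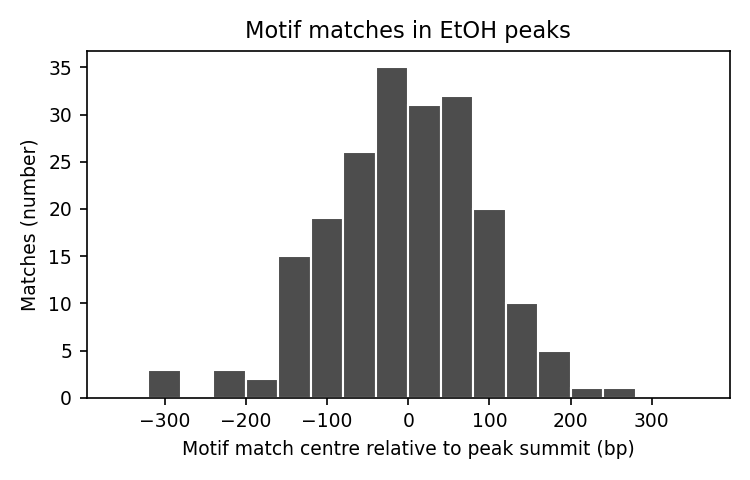
Number of motif matches by the distance of their centre from the peak summit, in bins of 40 bp, for the 204 matches in EtOH peaks, counted once in each listed peak that holds them. Distances are along the plus strand and have a median size of 61.5 bp. The match at -420.5 bp lies outside the bins drawn.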

To define the transcriptional impact of the sequence-specific recognition of this motif by PRDM10, we performed reporter assays in HEK293T cells transfected with constructs containing either the WT motif or a mutated version (MUT) cloned upstream of a minimal promoter to drive expression of a firefly luciferase gene (Fig. 2f). We observed strong activation of the WT motif reporter with PRDM10 overexpression; however, mutation of the consensus sequence fully abolished PRDM10-dependent reporter activation (Fig. 2f), showing that the presence of a specific *cis*-regulatory DNA sequence is required for PRDM10-mediated transcriptional activity.

We performed gel shift assays to determine if PRDM10 binds directly to its putative DNA motif. A recombinant GST-fusion PRDM10 protein containing its central zinc finger array (GST-PRDM10_441–880_) was used for binding assays. We detected robust binding of PRDM10_441–880_ protein to labeled probe containing its cognate motif (Fig. 2g). This binding was specifically diminished by competition with excess unlabeled WT probe (Fig. 2h). In contrast, the MUT probe was less efficiently bound by PRDM10_441–880_ in direct binding (Fig. 2g) as well as competition assays (Fig. 2h). Our findings demonstrate specific, zinc finger-mediated binding of PRDM10 to the consensus sequence identified by our ChIP-seq analysis.

### Identification of PRDM10 transcriptional activation domains

To elucidate the mechanisms by which PRDM10 regulates transcription, we sought to characterize the function of its N-terminal PR domain and C-terminal Q-rich region. Q-rich unstructured domains have been implicated in transcriptional activation^18^ and PRDM10 is the only family member harboring such domain. On the other hand, the biochemical function of the PR domain varies among PRDM family members^19^, and that of PRDM10 is currently unknown. We evaluated a series of PRDM10 deletion mutants (Fig. 2i, j) for their ability to activate a luciferase reporter construct containing the PRDM10 consensus motif. In line with our gel shift assay data (Fig. 2g, h), mutants lacking the central zinc finger DNA-binding domain (ZF-DBD) failed to elicit any activity, underscoring the importance of the ZF-DBD in recruiting PRDM10 to target DNA. The ZF-DBD alone was insufficient to activate transcription, indicating a requirement for additional effector domains (Fig. 2i). Expression of the ZF-DBD in combination with either the N-terminal PR domain (N-880) or C-terminal Q-rich domain (441-C) was sufficient for transcriptional activation, albeit at lower levels compared with that achieved by full-length PRDM10 (Fig. 2i). These results demonstrate that PRDM10 engages its targets via zinc finger-mediated sequence-specific DNA binding and drives target transcription by means of N- and C-terminal activation domains.

### Gene expression changes in *Prdm10*-null mESCs and embryos

We reasoned that the phenotypes observed in *Prdm10*^Δ/Δ^ mESCs and embryos were the outcome of transcriptional misregulation following the loss of PRDM10. Therefore, we performed gene expression profiling by RNA-seq in both systems: (1) *Prdm10*^Δ/Δ^ mESCs vs. vehicle-treated *Prdm10*^F/F^ control mESCs; (2) *Prdm10*^Δ/Δ^ vs. control single embryos obtained from *Prdm10*^Δ/+^ intercrosses. In order to predominantly capture transcriptional changes due to misregulation of primary target genes, we isolated 8-cell stage embryos at E2.5, one day before the onset of the phenotypic defects, within a developmental window where mutant embryos are morphologically indistinguishable from WT and heterozygous littermates (Supplementary Fig. 1e). For the same reason, we chose to analyze mESCs at Day 2 and 4 post-deletion (Supplementary Fig. 7a), prior to the onset of significant growth inhibition and cell death (Fig. 1f, i).

Comparing PRDM10-deficient mESCs to controls at 2 days post-deletion, we found that 8.2% (*n* = 953) of genes were significantly up- and 8.7% (*n* = 1019) were downregulated (*P*_adj_ < 0.05). More extensive transcriptional changes were observed at Day 4, with 20.7% (*n* = 2393) of genes being up- and 18.7% (*n* = 2157) being significantly downregulated (*P*_adj_ < 0.05) in PRDM10-deficient mESCs (Supplementary Fig. 7a, Supplementary Data 2 and 3). Functional annotation of differentially expressed genes (*P*_adj_ < 0.05) at Day 4 post-deletion revealed a gene expression signature significantly enriched in GO terms associated with ribosomal function, translation and peptide metabolism (Supplementary Fig. 7b, Supplementary Data 4), pointing to potential misregulation of protein synthesis processes in PRDM10-deficient mESCs.

Analysis of RNA-seq data from early embryos revealed that 0.48% (*n* = 50) of genes were upregulated and 0.79% (*n* = 83) were downregulated (*P*_adj_ < 0.05) in *Prdm10*^Δ/Δ^ embryos compared with *Prdm10*^+/+^ and *Prdm10*^Δ/+^ controls (Supplementary Fig. 7c, Supplementary Data 5).

### PRDM10 binds and transcriptionally activates target genes

To further narrow the list of direct and relevant candidate PRDM10 targets, we integrated ChIP- and RNA-seq data. 

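When the 528 EtOH peaks were joined to GENCODE vM21 genes from 5 kb upstream to 1 kb downstream of the gene body, 691 genes had a peak, 544 of them protein-coding. Of the peaks, 489 had at least 1 gene, 221 had 2 or more, and 39 had none. Supplementary Data 6 gives the paper's gene-peak pairs, and the intervals of all its genes are in the deposited list. Both sets share 626 genes. The 65 genes found only here include 20 protein-coding genes, and 7 genes are only in Supplementary Data 6. With the rule of 1 kb upstream of or overlapping the TSS, which moved the count most, 431 genes had a peak.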

By ChIP-seq, we identified 633 unique genes associated with PRDM10 binding sites (Supplementary Data 6). Of these, 52 and 76 were differentialy expressed (*P*_adj_ < 0.05, fold-change > 2) in mESCs at 2 and 4 days post-deletion, respectively (Fig. 3a, Supplementary Data 7). Notably, the majority of genes bound and regulated by PRDM10 (*P*_adj_ < 0.05, fold-change > 2) showed decreased expression in *Prdm10*^Δ/Δ^ mESCs (Fig. 3a). In contrast, genes that were not direct targets of PRDM10 displayed expression changes in both directions and are thus likely secondary targets (Fig. 3a). 

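The direction of expression changes is the paper's (Supplementary Data 2, 3 and 7), and the RNA-seq samples were not analysed here. Binding comes from the EtOH peak list. At Day 2, 51 of the 52 bound genes that passed the paper's thresholds were downregulated, against 1 of 9 genes without a peak (two-sided Fisher's exact test, p = 2.7e-08). The bound gene that rose at Day 2 was *Prdm10*, the edited gene itself, which also rose at Day 4. At Day 4, 72 of 77 bound genes were downregulated (93.5%), against 37 of 92 genes without a peak (40.2%; Fisher's exact test, p = 4.74e-14). The sheet of Day 4 genes is shortened in the text used here. Day 4 genes without a peak are therefore those in the part that could be read. Bound genes also come from Supplementary Data 7, so the 2 Day 4 groups are drawn from different lists. The Day 4 test holds only for the genes that could be read and cannot speak for all Day 4 genes. *Mical3*, which was looked up after its values were seen, is the only gene among the 77 that Supplementary Data 7 does not list, and it has a peak with a signal value of 711. The median signal value was 411 for the 83 peaks at genes that Supplementary Data 7 lists as downregulated at Day 2 or Day 4, which leaves *Mical3* out, and 117 for the 406 other peaks with a gene, a difference of 294 (two-sided permutation test with 100000 resamples, p = 1e-05, the smallest they can give). Promoters held 81 of the 83 peaks and 295 of the 406 others, so position and downregulation are not separated by this test. A 4-OHT peak overlapped 39 of the 83 peaks (47.0%) and 68 of the 445 other EtOH peaks (15.3%; Fisher's exact test, p = 1.22e-09), a log2 odds ratio of 2.29. Within the 264 EtOH peaks with the higher signal values, this was 37 of 70 peaks (52.9%) and 60 of 194 (30.9%), a log2 odds ratio of 1.32 (Fisher's exact test, p = 0.00144). Signal value was not matched within these 264 peaks. Of the 70 peaks, 53 lay in the quartile with the highest signal values. There, 78 of 132 peaks had a 4-OHT peak, against 19 of 132 in the next quartile. Signal value and downregulation are thus not separated by this comparison. With the peak of *Mical3* added to the 83, an alternative chosen after seeing the data, the difference in medians was 295 and a 4-OHT peak overlapped 40 of 84 peaks. From the decreased expression of bound genes in mESCs and embryos, together with its reporter assays, the paper concludes that PRDM10 functions primarily as a transcriptional activator of its targets.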

The same was true for embryos, in which loss of PRDM10 led to downregulation of all 28 differentially expressed direct targets (*P*_adj_ < 0.05, fold-change > 2) (Fig. 3b, Supplementary Data 7). Taken together with our reporter assay data (Fig. 2f, i), these findings indicate that PRDM10 functions primarily as a transcriptional activator of its target genes.

**Fig. 3:**
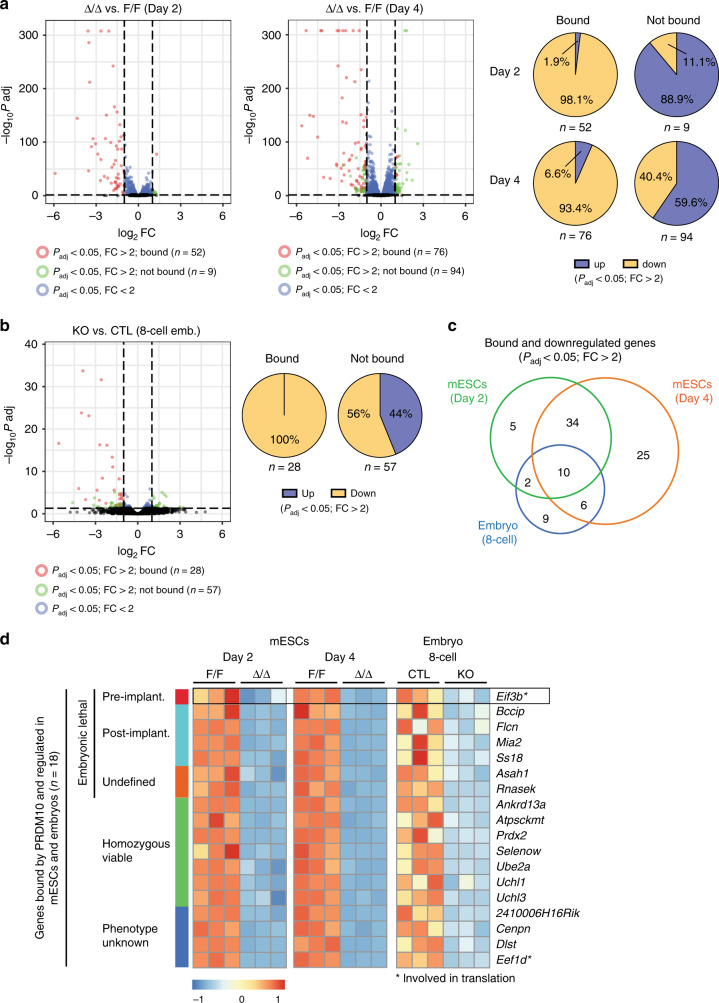
PRDM10 binding is associated with transcriptional activation of target genes. **a** Volcano plots of RNA-seq data from *Prdm10*^Δ/Δ^ vs. *Prdm10*^F/F^ mESCs at indicated time-points post-deletion, with *P*_adj_ < 0.05, fold-change (FC) > 2 used as the cut off to define genes with significant changes in expression. Red: genes directly bound by PRDM10; green: genes not bound by PRDM10 (*left panels*). Of these genes, PRDM10 targets are predominantly downregulated (*right*). **b** Volcano plot of RNA-seq data from *Prdm10*^Δ/Δ^ (KO) vs. *Prdm10*^+/+^ and *Prdm10*^Δ/+^ (CTL) 8-cell stage embryos (*left*). 28 genes bound by PRDM10 showed significant expression changes (*P*_adj_ < 0.05, fold-change > 2); of these, all were downregulated in *Prdm10*-null embryos (*right*). **c** Venn diagram depicting the overlap of bound and downregulated genes in RNA-seq datasets for embryos (8-cell) and mESCs (Day 2 and/or Day 4 post-induction), with a total of 18 genes identified as top candidates. **d** Heatmap showing all 18 bound and downregulated genes from Fig. 3c, categorized by their respective gene knockout phenotypes. Asterisks indicate genes directly involved in translation, *Eif3b* and *Eef1d*. Color scale: *Z*-score for row-normalized expression values, scaled separately for Day 2 p.i mESCs, Day 4 p.i mESCs, and embryos. Pre-implant: preimplantation lethality; post-implant: postimplantation lethality; undefined: developmental timing of embryonic lethality unknown.

### Identification of *Eif3b* as a key downstream target of PRDM10

To determine the mechanism underlying the phenotypes observed in PRDM10-deficient mESCs and early embryos, we attempted to identify direct targets of PRDM10 that might be functionally relevant in both systems. 

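Each of the 18 genes that the paper lists as bound and downregulated in mESCs and embryos, among them *Eif3b*, *Eef1d*, *Selenow*, *Ss18* and *Ube2a*, had an EtOH peak whose summit lay at most 285 bp from an annotated TSS. The signal values of their strongest peaks ran from 254 at *Ube2a* to 838 at *Cenpn*, with a median of 509, and 16 of the 18 were among the 132 EtOH peaks with the highest signal values. The strongest peak of 12 of the 18 genes overlapped a 4-OHT peak. The other 6 were *Flcn*, *Rnasek*, *Ankrd13a*, *Prdx2*, *Dlst* and *Atpsckmt*. At *Flcn*, on chromosome 11 from 59791408 to 59810016, the strongest peak ranked 10 in the EtOH list with a signal value of 704. A match of the 14-base pattern was found in the strongest peak of 7 genes, and in that of 12 genes with 1 mismatch allowed outside the core.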

We compared PRDM10-bound genes that were significantly downregulated (*P*_adj_ < 0.05, fold-change > 2) across all three RNA-seq datasets, and identified an overlapping set of 18 genes misregulated in both mESCs and embryos (Fig. 3c, d). Of these, seven genes are viable in the homozygous null condition, seven genes are embryonic lethal when deleted in mice, and the remaining four genes have no phenotype reported in the literature (Fig. 3d). We chose not to focus on homozygous viable genes as they were least likely to be relevant to the *Prdm10*-null embryonic lethal phenotype. Among the seven candidate genes associated with embryonic lethality, only *Eif3b*–the eukaryotic translation initiation factor 3 (eIF3) subunit B–has been implicated specifically in preimplantation development (Fig. 3d).

Homozygous deletion of *Eif3b* results in early embryonic lethality by E3.5^20^, within a developmental time-frame similar to that observed in *Prdm10*^Δ/Δ^ embryos. *Eif3b* encodes a highly conserved core component of the multi-subunit eIF3 complex^21^, which promotes mRNA recruitment to the pre-initiation complex (PIC) as a necessary step in translation initiation^22–25^. The well-established role of *Eif3b* in translation is consistent with a gene expression signature in *Prdm10*^Δ/Δ^ mESCs pointing to disrupted protein synthesis (Supplementary Fig. 7b). Furthermore, *Eif3b* has been identified as a positive hit in two genome-wide CRISPR screens for genes essential in mESCs^26^ (Supplementary Fig. 8a), suggesting it is likely to act as a critical mediator of mESC survival downstream of PRDM10.

In addition to *Eif3b*, we identified two other PRDM10-regulated targets involved in translation and protein synthesis: *Eef1d* (eukaryotic translation elongation factor 1 delta) and *Rpl19* (ribosomal protein L19). 

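*Eef1d* (ENSMUSG00000055762) lies on the minus strand of chromosome 15 from 75894205 to 75909556 (GRCm38), and its EtOH peak from 75909248 to 75909657 had a signal value of 453, which ranked 82. The summit lay 77 bp downstream of the nearest annotated TSS. The peak overlapped a 4-OHT peak that ranked 64 in its list. The closest sequence to the motif pattern, CGTGGTCTATGCCG, lies on the minus strand from 75909340 to 75909353 and has 1 mismatch outside the core. *Rpl19* (ENSMUSG00000017404) lies on the plus strand of chromosome 11 from 98026710 to 98030492, and its EtOH peak from 98026662 to 98027035 had a signal value of 504, which ranked 54. It overlapped a 4-OHT peak that ranked 21. The peak holds a full match of the pattern, AATGGTTCAGTCCG, on the minus strand from 98026733 to 98026746, and the sequence around it on the plus strand is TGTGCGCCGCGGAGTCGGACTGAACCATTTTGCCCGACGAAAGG.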

*Eef1d* was strongly downregulated in *Prdm10*-null embryos as well as mESCs (Fig. 3d, Supplementary Fig. 7d, e). However, published CRISPR screens in mESCs^26^ did not support an essential requirement for *Eef1d* (Supplementary Fig. 8a), and consistent with this, shRNA-mediated knockdown of *Eef1d* in mESCs had no observable effect on cell growth (Supplementary Fig. 8c, d, g). On the other hand, *Rpl19* depletion led to significantly reduced cell growth (Supplementary Fig. 8b, e, f, g), suggesting that it may also be essential for mESC viability. However, because *Rpl19* was only modestly downregulated (<2-fold) in PRDM10-deficient embryos, while *Eif3b* showed a <2-fold downregulation in vivo (Supplementary Fig. 7d), we prioritized *Eif3b* for functional validation.

### Effects of *Eif3b* depletion in embryos and mESCs

In an effort to obtain direct evidence supporting an essential role for *Eif3b* in preimplantation development, we performed knockdown experiments both in vivo and in vitro. WT mouse zygotes were microinjected with siRNAs, and allowed to develop to blastocyst stage over 4 days in culture (Fig. 4a). Strikingly, siRNA-mediated knockdown of *Eif3b* resulted in complete developmental arrest just prior to blastocyst formation (*n* = 40): no *Eif3b*-deficient embryos were observed to form mature, cavitated blastocysts (Fig. 4a) and most exhibited a morula-like morphology (Fig. 4b). This is in agreement with previous studies indicating a pre-E3.5 lethality phenotype for *Eif3b*-null embryos^20^. In contrast, siRNA-mediated depletion of other selected PRDM10-regulated candidate genes, including *Selenow* (*n* = 93), *Ss18* (*n* = 87), and *Ube2a* (*n* = 66), showed no significant impact on embryo development (Fig. 4a).

**Fig. 4:**
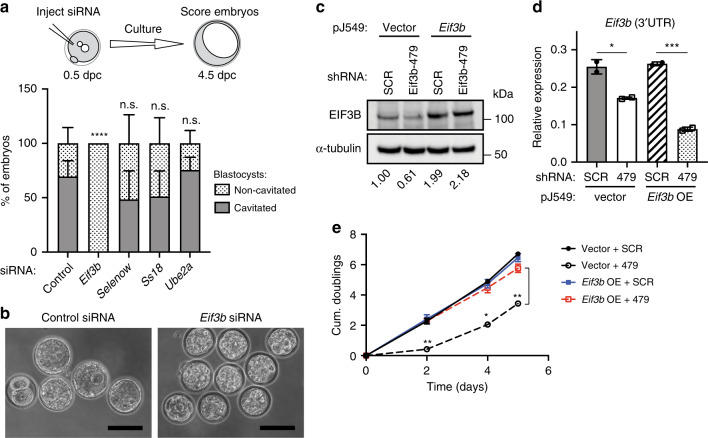
Loss of EIF3B causes lethality in preimplantation embryos and mESCs. **a** *Eif3b*-deficient embryos arrest prior to blastocyst formation. Expression of candidate target genes was knocked down in wild-type zygotes by injection of siRNA: control (*n* = 38), *Eif3b* (*n* = 40), *Selenow* (*n* = 93), *Ss18* (*n* = 87), and *Ube2a* (*n* = 66), and blastocyst morphology was scored after 4 days’ embryo culture. *Y*-axis: percentage of cavitated or non-cavitated blastocysts of total embryos analyzed in each experiment, for at least 3 independent experiments per target gene. **b** Representative images of embryos treated with control or *Eif3b*-targeting siRNA, acquired at 4.5 dpc. Scale bar: 100 μm. **c** Western blot analysis of E14 mESCs overexpressing *Eif3b* or vector control, transduced with indicated shRNA. Numbers in bottom row represent quantification of relative EIF3B protein levels after background subtraction and normalization to α-tubulin. **d** qRT-PCR validation of *Eif3b* knockdown in E14 mESCs transformed with vector control (vector) or *Eif3b* overexpression construct (*Eif3b* OE) and transduced with shRNA targeting the 3′UTR of *Eif3b* (shRNA-479). 3′UTR-specific primers were used to detect endogenous *Eif3b* transcript. *n* = 2 samples, data shown from one out of three independent experiments with similar results. **e** E14 mESCs transduced with shRNA-479 to deplete endogenous *Eif3b* exhibit slower growth (vector + 479; black dashed line), while expression of shRNA-resistant *Eif3b* restores normal growth (*Eif3b* OE + 479; red dashed line). Cells were plated at equal densities, passaged at Day 2 and Day 4, and counted at indicated time-points. *n* = 3 replicates, representative data shown (from same experiment as in Fig. 4d). Error bars denote mean ± s.d.; *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, n.s., not significant; two-tailed unpaired Student’s *t* test (**a** and **d**), two-way ANOVA with Tukey’s multiple comparisons test (**e**).

For in vitro validation, we transfected E14 mESCs with siRNAs to knock down *Eif3b* expression (Supplementary Fig. 9a), and observed severely impaired cell growth in *Eif3b*-depleted cells compared with controls up to 72 h post-transfection (Supplementary Fig. 9b, c). Similar results were obtained utilizing a lentiviral shRNA knockdown approach, in which a 3′UTR-specific hairpin sequence (Eif3b-479) was employed to disrupt endogenous *Eif3b* expression. A modest but consistent reduction in *Eif3b* mRNA and protein levels (Fig. 4c, d) was sufficient to significantly inhibit cell growth in Eif3b-479 shRNA-transduced cells (Fig. 4e). We verified that the observed phenotype was not due to off-target effects, as it was successfully rescued by expression of shRNA-resistant *Eif3b* lacking the targeted 3′UTR (Fig. 4c–e). Collectively, these results demonstrate that *Eif3b* functions as an essential gene in early embryos as well as mESCs.

### PRDM10 directly activates transcription of *Eif3b*

Because our data showed robust PRDM10 occupancy at the *Eif3b* promoter (Fig. 5a), as well as significant downregulation of *Eif3b* transcript in *Prdm10*^Δ/Δ^ mESCs and embryos (Fig. 3d, Supplementary Fig. 7d, e, Supplementary Data 3 and 5), we next investigated the hypothesis that *Eif3b* is a direct target of PRDM10-mediated regulation. 

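*Eif3b* (ENSMUSG00000056076) lies on the plus strand of chromosome 5 from 140419328 to 140443360 (GRCm38), with 19 exons in its principal transcript. The EtOH list holds an interval from 140418707 to 140419350, which spans the TSS at 140419328 and ends before the start codon at 140419361 in exon 1. It is listed with 2 summits, both at the maximum IDR score of 1000. The summit at 140419043, 285 bp upstream of the TSS, had a signal value of 387, which ranked 115 of the 528 EtOH peaks. The 4-OHT list holds a peak from 140418876 to 140419476 with its summit at 140419142, which ranked 19 of 176. The pooled lists give no value per antibody.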

From ChIP-seq data, we identified two adjacent PRDM10-binding regions (P1 and P2) within the *Eif3b* promoter (Fig. 5b), each containing a consensus motif match (Supplementary Fig. 9d). 

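The second summit of the *Eif3b* interval, at 140419251, lay 77 bp upstream of the TSS and had a signal value of 91.7, which ranked 310. No full match of the pattern read from Fig. 2c was found in the interval. Within 100 bp of each summit, 1 sequence differed from the pattern at a single position, counted from 1 at the 5′ end of the pattern. Near the summit at 140419043 this was GATAGTACAGTCCT (plus strand, 140418987 to 140419000), which has the difference G4A, within the core, and whose centre lay 49.5 bp from the summit. Near the summit at 140419251 it was CTTGGTACGATCCC (plus strand, 140419251 to 140419264), which differs outside the core at the last position and whose centre lay 6.5 bp from the summit. The sequence around the latter is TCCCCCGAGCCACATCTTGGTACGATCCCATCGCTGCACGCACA. A sequence with at most 1 difference at any position was found within 100 bp of the summit for 299 of the 528 EtOH peaks (56.6%, Wilson 95% interval 52.4% to 60.8%) and in 643 of 5280 windows of matched length and GC content near TSSs without a peak (12.2%, interval 11.3% to 13.1%). This scan with differences in the core was chosen after the strict scan had been seen.

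**Figure D4:**
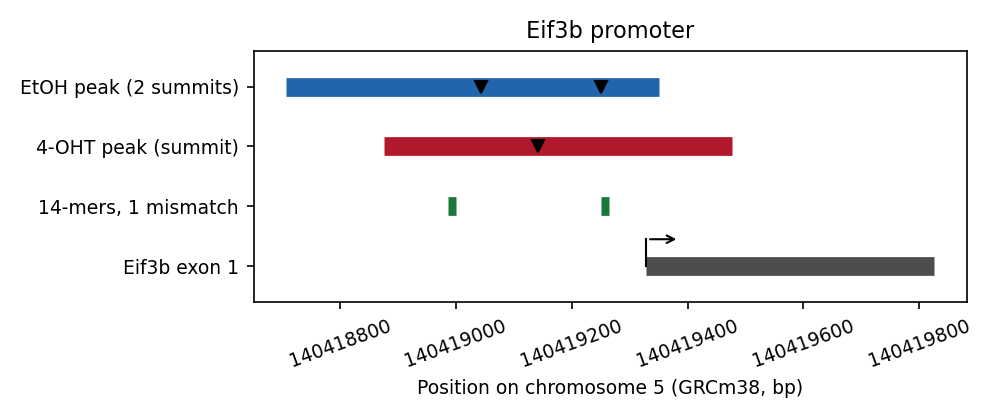
Map of the *Eif3b* promoter on chromosome 5 (GRCm38, positions in bp), with the EtOH interval and its summits at 140419043 and 140419251, the 4-OHT peak, the sequences that differ from the motif pattern at 1 position, and exon 1. Triangles are summits, the arrow marks the TSS at 140419328, and each summit of the EtOH interval has such a sequence within 100 bp.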

Both P1 and P2 stimulated luciferase reporter activity driven by PRDM10 overexpression (Fig. 5b), supporting their role as *cis*-regulatory sequences that recruit PRDM10 to activate *Eif3b* transcription. We further verified that *Prdm10*^Δ/Δ^ mESCs had significantly reduced expression of *Eif3b* mRNA (Fig. 5c) and protein (Fig. 5d), particularly at later time-points post-deletion. Moreover, *Eif3b* transcript levels in *Prdm10*^Δ/Δ^ mESCs were fully restored upon re-expression of exogenous PRDM10 (Fig. 5e). Hence, PRDM10 is both necessary and sufficient to maintain normal *Eif3b* expression levels in mESCs.

**Fig. 5:**
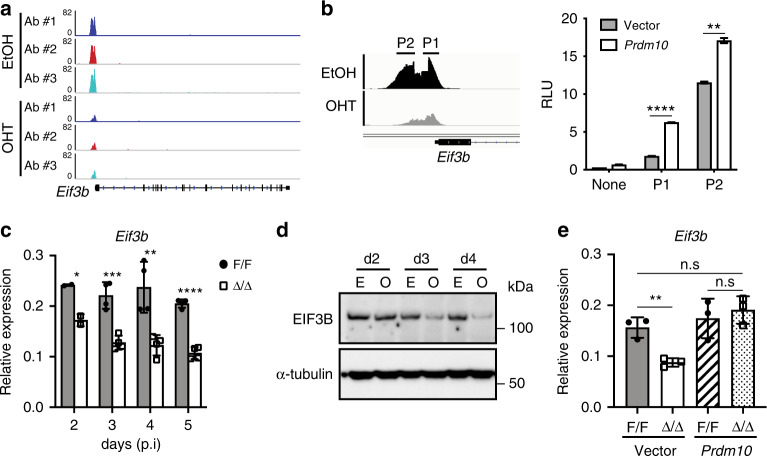
PRDM10 transcriptionally regulates *Eif3b* expression. **a** ChIP-seq signal tracks showing PRDM10 occupancy at the *Eif3b* promoter in EtOH- vs. OHT-treated *Prdm10*^F/F^; CreER^T2^ mESCs, analyzed at 2 days post-induction. Vertical axis: fold-change over input. **b** PRDM10 enrichment at the *Eif3b* promoter is detected as two subpeaks, denoted P1 and P2 (*left*). PRDM10-dependent activation of luciferase reporters containing *Eif3b* promoter sequences derived from subpeak P1 or P2 (*right*); *n* = 2 samples. Representative data shown from one out of three independent experiments. **c** qRT-PCR quantification of changes in *Eif3b* transcript at indicated time-points after *Prdm10* deletion; *n* = 2–3 biological replicates. **d** Western blot analysis of EIF3B protein levels in *Prdm10*^F/F^; CreER^T2^ mESCs at indicated time-points after treatment with EtOH (E) or 4-OHT (O). **e** qRT-PCR analysis showing restoration of *Eif3b* transcript levels in *Prdm10*^Δ/Δ^ mESCs by exogenous *Prdm10*. Data shown at Day 4 post-induction; *n* = 3. Gene expression shown relative to *Ubb* (**c** and **e**). Error bars denote mean ± s.d.; *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, n.s., not significant; two-tailed unpaired Student’s *t* test (**b**, **c** and **e**).

### EIF3B acts downstream of PRDM10 to promote translation

Finally, we examined the functional importance of EIF3B downstream of PRDM10, by stably overexpressing exogenous *Eif3b* in *Prdm10*^F/F^; *ROSA26*-CreER^T2^ mESCs (Fig. 6a, b), followed by 4-OHT treatment to induce *Prdm10* deletion. Strikingly, restoring *Eif3b* expression was in itself sufficient to achieve a partial phenotypic rescue in *Prdm10*^Δ/Δ^ mESCs, reducing doubling time by almost 40% compared with “vector-only” control *Prdm10*-null cells (Fig. 6c, d; Supplementary Fig. 9e). The partial nature of the phenotypic rescue by EIF3B points towards, unsurprisingly, additional contributions by other PRDM10-regulated targets (Fig. 3d, Supplementary Data 7). For example, we have identified *Rpl19* (Supplementary Fig. 8b, e) as another PRDM10-regulated target with a key role in protein synthesis that may also contribute to the growth defect in *Prdm10*^Δ/Δ^ mESCs. Nonetheless, our results strongly support a critical role for EIF3B as one of the major mediators of mESC survival downstream of PRDM10, and suggest the possibility that EIF3B may also function in a similar capacity in the context of PRDM10-deficient preimplantation embryos.

**Fig. 6:**
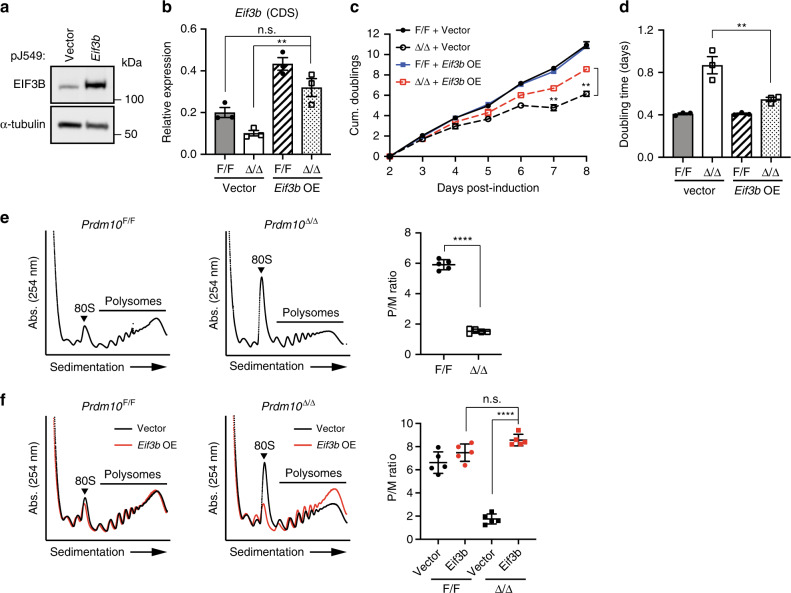
EIF3B promotes global translation downstream of PRDM10. **a** Immunoblotting detection of FLAG-tagged EIF3B protein expression in *Prdm10*^F/F^; CreER^T2^ mESCs transformed with pJ549-*Eif3b* or vector. **b** qRT-PCR validation of *Eif3b* transcript in *Prdm10*^F/F^; CreER^T2^ mESCs transformed with pJ549-*Eif3b* or vector, analyzed 6 days post-induction. CDS-specific primers were used to detect both endogenous and overexpressed *Eif3b* transcript; *n* = 3 biological replicates. **c** Growth curve analysis of *Prdm10*^F/F^ and *Prdm10*^Δ/Δ^ mESCs in the presence of empty vector or exogenous *Eif3b*, showing partial phenotypic rescue by *Eif3b* overexpression. Cells were passaged at constant density every 2 days and counted daily up to Day 8 post-induction; *n* = 3. Representative data shown from one of three independent experiments. **d** Average population doubling times over the course of the growth assay for *Prdm10*^F/F^ and *Prdm10*^Δ/Δ^ mESCs expressing vector control or exogenous *Eif3b*. Each point represents data from one independent experiment; *n* = 3. **e** Representative polysome profiles of *Prdm10*^F/F^ and *Prdm10*^Δ/Δ^ mESCs analyzed 5 days post-induction (*left*). A significantly reduced polysome:monosome (P/M) ratio indicates impaired global translation in *Prdm10*^Δ/Δ^ mESCs (*right*); *n* = 5 biological replicates, across two independent experiments. **f** Representative polysome profiles of *Prdm10*^F/F^ and *Prdm10*^Δ/Δ^ mESCs expressing *Eif3b* or vector, analyzed at Day 5 post-induction (*left*). *Eif3b* overexpression restores global translation in *Prdm10*^Δ/Δ^ mESCs to levels comparable to *Prdm10*^F/F^ controls, as quantified by P/M ratio (*right*); *n* = 5 biological replicates across two independent experiments. Gene expression presented relative to *Ubb* (**b**). Data presented as mean ± s.d.; **P < 0.01, ****P < 0.0001, n.s., not significant; one-way ANOVA with Tukey’s multiple comparisons test (**b**, **d** and **f**); two-way ANOVA with Tukey’s multiple comparisons test (**c**).

Mammalian eIF3 is a large complex comprising 13 protein subunits, and is essential for stimulating multiple steps of the translation initiation pathway^22^. Given that EIF3B is one of the most highly conserved core subunits, with a critical role in the nucleation and function of the eIF3 complex^21^, we reasoned that loss of EIF3B would lead to decreased global translation in *Prdm10*-null mESCs. Consistent with this hypothesis, polysome profile analysis of *Prdm10*^Δ/Δ^ mESCs revealed a dramatic reduction in translation rates, with a >3-fold decrease in the polysome-to-monosome (P/M) ratio compared with *Prdm10*^F/F^ controls (Fig. 6e). Importantly, this effect was fully rescued by re-expression of exogenous EIF3B (Fig. 6f), demonstrating that the global translation defect in *Prdm10*-null cells was specifically caused by loss of EIF3B. Though not statistically significant, we noted a trend towards slightly higher P/M ratios in EIF3B-overexpressing cells compared with vector-transduced *Prdm10*^F/F^ controls, suggestive of translation rates above baseline and consistent with previous reports that overexpression of the EIF3B subunit is sufficient to elevate levels of the entire eIF3 complex, thereby activating protein synthesis in cancer cell lines^27^. Taken together, our data strongly suggest that the growth defect observed in *Prdm10*^Δ/Δ^ mESCs is a functional consequence of decreased translation efficiency arising from misregulation of *Eif3b*.

## Discussion

In this study, we demonstrate an essential role for PRDM10 as a transcriptional regulator in early mammalian embryogenesis and mESC homeostasis. Our findings strongly support a model whereby PRDM10 supports cell growth and survival during early development by transcriptionally regulating *Eif3b* expression to sustain global translation. Although this work focuses on phenotypes related to early development, this does not imply that the function of PRDM10 is strictly specific to early embryogenesis, or that PRDM10 regulates processes unique to mESCs. Given that PRDM10 is expressed across multiple tissues and regulates a broad range of target genes, it is highly likely to have pleiotropic effects that may be revealed using different models for conditional deletion at later developmental stages or in specific tissues. Interestingly, PRDM10 gene fusions have been implicated in the pathogenesis of undifferentiated pleomorphic sarcoma^15,16^, raising the possibility of other yet-unknown roles in human disease. Hence, the data presented in this work provide a strong starting point for future studies to further extend our understanding of PRDM10 in development and disease.

The PRDM family first appeared in metazoans, and *Prdm10* is thought to have evolved during a family expansion just prior to vertebrate evolution. PRDM genes that emerged later in evolution tend to be specifically expressed in highly specialized cells to serve tissue-specific functions; examples include *Prdm14* (germ cells and embryonic stem cells), *Prdm7* (melanocytes), and *Prdm9* (testis)^28^. Surprisingly, despite being one of fastest evolving paralogs, *Prdm10* is expressed across a broad range of adult tissues^28^, and is the first example of a PRDM family member being implicated in early embryo development prior to mid-gestation. It is also interesting to note that while *Prdm10* evolved fairly recently, the eIF3 complex arose before metazoan evolution, and EIF3B is one of five eIF3 subunits that are conserved in all eukaryotes. The significance and implications of PRDM10 regulating such an evolutionarily ancient gene remains an open question. Evolutionary expansion and divergence within zinc finger protein families drives diversification of DNA binding specificities and effector functions, and is highly correlated with increasing organism complexity during vertebrate evolution^29^. Recent findings have challenged the traditional view of eIF3 as a general translation initiation factor, suggesting that eIF3 may also exert selective translational control over specific mRNAs^30^. It is therefore intriguing to speculate that PRDM10 may contribute additional layers of regulatory control over *Eif3b* expression in a context-dependent or tissue-specific manner, or during different developmental stages.

Although protein synthesis has traditionally been regarded as a basic cellular housekeeping function, emerging evidence suggests that it is dynamically regulated during development and plays a significant role in the maintenance of stem cells^31–34^. Furthermore, it has been reported that EIF3B, along with other proteins involved in translation initiation, is upregulated at the morula and blastocyst stages, suggesting a key role for protein synthesis in supporting embryonic growth during this developmental transition^35^. Notably, multiple studies have demonstrated the importance of global translational control in ESC pluripotency and differentiation^36–40^. However, despite major advances in our understanding of the transcriptional and epigenetic mechanisms governing ESC function^41,42^, much less is known about how regulation is achieved at the level of protein translation. As translation is mostly regulated at the initiation stage, eukaryotic initiation factors have been extensively characterized in terms of their biochemical and structural properties^23^; however, few studies have examined their potential roles in stem cells and development. By deciphering the molecular mechanisms underlying the requirement for PRDM10 in mESCs, our work provides insight into how precise transcriptional control of the translation machinery may modulate global translation to influence development.

## Methods

### Mice

*Prdm10* conditional knockout mice were generated on a C57BL/6 background using an ES cell clone (Prdm10^tm1a(EUCOMM)Hmgu^) from the EUCOMM consortium containing a knockout-first cassette targeting exon 5 of *Prdm10*. After successful germline transmission, *Prdm10*^lacZ/+^ mice were crossed to a FLPe recombinase transgenic line (C57BL/6-Tg(CAG-Flpe)2Arte, Taconic) to remove the neomycin selection cassette and generate the Prdm10 flox allele. *Prdm10*^F/+^ mice were then bred to an ACTB-Cre recombinase transgenic line to generate the *Prdm10*^Δ^ null allele. 4-OHT-inducible knockouts were created by crossing *Prdm10*^F/F^ mice with a *ROSA26*-CreER^T2^ transgenic strain. Mice were housed in specific pathogen-free conditions and maintained on a 12 h light-dark cycle with food and water available *ad libitum*. All procedures involving mice were performed in compliance with the Institutional Animal Care and Use Committee protocols #151042 and #181393, with the approval of the Biological Resource Centre (BRC), A*STAR.

### Genotyping

For genotyping of mice, crude DNA extracts were prepared from tail biopsies by overnight lysis at 55 °C in DirectPCR Lysis Reagent (Viagen) containing 0.2 mg/ml proteinase K. For genotyping of embryos, each embryo was lysed for 1 h at 55 °C in 10 μl lysis buffer (50 mM KCl, 10 mM Tris-HCl pH 8.3, 2 mM MgCl_2_, 0.45% NP-40, 0.45% Tween-20, 0.5 mg/ml proteinase K), followed by heat-inactivation at 95 °C for 10 min. 2 μl extract was used as template per 20 μl PCR reaction with 1X DreamTaq PCR master mix (Thermo Fisher Scientific). Primers used for genotyping are listed in Supplementary Data 8.

### Plasmid construction

For overexpression studies, full-length *Prdm10* was cloned by gene synthesis (AITBiotech) based on sequence information obtained from RNA-seq analysis and Ensembl transcript annotations. For stable expression in mESCs, *Prdm10* was ligated into the NheI and BamHI sites of the pJ549 PiggyBac transposase expression vector (DNA 2.0), modified to contain an N-terminal FLAG tag. For transient transfections, *Prdm10* was cloned into pcDNA3.1 (Invitrogen) downstream of an N-terminal FLAG tag via EcoRI and NotI restriction sites. For the construction of shRNA lentiviral vectors, gene-specific hairpin sequences were selected from the RNAi Consortium TRC lentiviral shRNA library and cloned into pLKO.1-Neo (Addgene, #13425) as annealed oligonucleotides (Supplementary Data 8). Endotoxin-free plasmids were prepared using the Nucleobond Xtra Midi EF Kit (Macherey-Nagel). All constructs were verified by Sanger sequencing.

### Embryo isolation and culture

Natural matings were set up and successful copulation (assumed to have occurred at 12 midnight) was ascertained by the presence of a vaginal plug. Pregnant females were sacrificed by cervical dislocation at 36 h post-copulation (E1.5) for 2-cell embryos and 84–90 h post-copulation (E3.5) for blastocysts. Preimplantation embryos were collected from the infundibulum (E1.5) or uterine horns (E3.5) by flushing with M2 medium (Millipore). Postimplantation embryos (E4.5–12.5) were dissected from the uteri. For in vitro studies, embryos were isolated at the 2-cell stage, cultured for 3 days in KSOM + AA medium (Millipore) at 37 °C with 5% CO_2_, and imaged at indicated time-points. Data were pooled from heterozygous intercrosses with *Prdm10*^lacZ/+^ and *Prdm10*^Δ*/+*^ mice as both mutant alleles yielded equivalent phenotypic outcomes.

### Immunofluorescence (IF) microscopy

Embryos were fixed in 4% paraformaldehyde for 30 min and permeabilized with 0.1% Triton X-100 for 30 min at room temperature. After blocking with 1% FBS, samples were incubated at 4 °C overnight using the following primary antibodies and dilutions: OCT4 (1:100; sc-5279, Santa Cruz), CDX2 (1:100; ab88129, Abcam), and NANOG (1:100; RCAB002P-F, ReproCELL). Samples were then washed and incubated in Alexa Fluor-conjugated secondary antibodies (1:500; Life Technologies) at room temperature for 1 h. Images were acquired on either an Olympus Fluorview 1000 (60× oil immersion objective) or Zeiss LSM800 (63× oil immersion objective) confocal laser-scanning microscope.

### Derivation of mouse ES cell lines

Blastocysts were isolated at E3.5 and cultured in 2i/LIF medium on a feeder layer of mitotically inactivated mouse embryonic fibroblasts (MEFs). After 5 days, ICM outgrowths were disaggregated using a fine Pasteur pipette with trypsin-EDTA treatment, re-plated on MEF feeders in 2i/LIF medium, and gradually expanded over 4–5 passages. 2i/LIF medium comprised a 1:1 mix of DMEM/F12 (Gibco) and Neurobasal (Gibco) media, supplemented with GlutaMAX (Gibco), 0.05% bovine serum albumin (BSA), 100 U/ml penicillin/streptomycin, N2 (Gibco), B27 (Gibco), 10 μM 2-mercaptoethanol (Gibco), 1000 U/ml LIF (Millipore), 3 mM CHIR99021 (Axon), and 1 mM PD0325901 (Axon). To determine genotypes of newly-derived mESC lines, cells were plated on 0.1% gelatin for 1 h to allow feeder MEFs to preferentially attach, after which MEF-depleted ESCs were collected and genomic DNA purified using the DNeasy Blood & Tissue kit (Qiagen).

### Cell culture and transfection

All cell cultures were maintained at 37 °C in a humidified incubator with 5% CO_2_. mESCs were cultured on 0.1% gelatin-coated plates in Dulbecco’s Modified Eagle’s Medium (DMEM, Hyclone) supplemented with 15% fetal bovine serum (FBS), GlutaMAX, nonessential amino acids, 1 mM sodium pyruvate, 100 U/ml penicillin/streptomycin, 5.5 μM 2-mercaptoethanol and 1000 U/ml mLIF (Millipore). For routine propagation, cells were trypsinized, resuspended in 10% FBS DMEM, and re-seeded at a ratio of 1:20–1:40 every 2–3 days. Plasmid and siRNA transfections into mESCs and HEK293T cells were performed using Lipofectamine 2000 (Thermo Fisher Scientific). All cell lines used in this study tested negative for mycoplasma contamination by a PCR-based assay (Biological Industries).

### Induction of Prdm10 deletion

*Prdm10*^F/F^; *ROSA26*-CreER^T2^ mESCs were treated for 24 h with 50 nM 4-OHT (Sigma) or an equal volume of ethanol. Cells were then washed in dPBS and seeded for assays.

### Generation of cell lines with stable transgene expression

Mouse ESCs were transfected with pJ549 PiggyBac expression plasmids (DNA 2.0) by reverse transfection with Lipofectamine 2000. Transfected E14 mESCs were selected in 0.75 μg/ml puromycin for 3 days. For stable transgenesis of *Prdm10*^F/F^; *ROSA26*-CreER^T2^ mESCs, GFP-positive cells were purified by fluorescence-activated cell sorting on a MoFlo XDP cell sorter (Beckman Coulter) and expanded in culture for assays.

### Apoptosis assay

One day before the indicated time-points, mESCs were seeded in a 96-well plate at a density of 2 × 10^4^ cells per well in quadruplicate, and allowed to attach overnight. To detect caspase activity, an equal volume of Caspase-Glo 3/7 Assay reagent (Promega) was added to each well and cells were homogenized by gentle agitation. Samples were transferred to a 96-well white flat bottom plate (Corning), incubated for 30 min at room temperature, and luminescence readings acquired on a GloMax instrument (Promega). For each condition, background-subtracted Caspase-Glo signals in each well were normalized to cell numbers, which were measured in parallel using the CellTiter-Glo Cell Viability Assay (Promega).

### Cell growth analysis

mESCs were seeded in triplicate at a density of 1 × 10^5^ cells per well in a 12-well plate. At indicated time-points, cells were harvested by trypsinization and total viable cell counts were measured by trypan blue exclusion on the Countess II Automated Cell Counter (Thermo Fisher). Brightfield images were acquired on a Nikon Eclipse TS100 inverted microscope with a 4× objective.

### Colony formation assay

mESCs were seeded in 6-well plates at a density of 1 × 10^4^/well and cultured for 5 days with regular medium changes. Cells were then washed twice in dPBS, fixed in ice-cold methanol for 10 min and stained with 0.5% crystal violet solution in 25% methanol. After washing and air-drying, colonies were imaged on a flatbed scanner and quantified using Fiji/ ImageJ.

### shRNA lentiviral production and transduction

For lentiviral production, every 1 μg of pLKO-Neo plasmid was co-transfected with 0.5 μg pMD2.G (Addgene) and 0.375 μg psPAX2 (Addgene) into HEK293T cells using Lipofectamine 2000. Viral supernatants were collected 48 and 72 h post-transfection, filtered through a 0.45 μm syringe filter, and centrifuged at 24,000 r.p.m. for 2 h at 4 °C. The viral pellet was reconstituted in Hank’s Balanced Salt Solution and stored in aliquots at −80 °C. E14 mESCs were infected with lentivirus supplemented with 8 μg/ml polybrene (Merck Millipore) and cultured in medium containing 400 μg/ml G418 (Invivogen) to select for stable transductants. After 96 h of selection, cells were re-seeded and maintained in 200 μg/ml G418 for the duration of the assays.

### siRNA-mediated knockdown in mESCs

2.5 × 10^4^ E14 mESCs were transfected in suspension with 20 pmol ON-TARGETplus SMARTpool siRNA (Dharmacon) and 1 μl Lipofectamine 2000 and seeded in 24-well plates. Cell viability was assessed at 48 and 72 h post-transfection.

### RNA extraction and qRT-PCR

Samples were lysed in TRIzol (Invitrogen) and total RNA was purified using the PureLink RNA Mini Kit (Invitrogen) with on-column DNase treatment according to manufacturer’s instructions. Reverse transcription was performed using the Maxima First Strand cDNA Synthesis Kit (Thermo Scientific) with ~1 μg RNA per reaction. cDNA was diluted 10-fold with nuclease-free water for use in downstream assays. Quantitative real-time PCR was performed on a CFX96 Touch Real-Time PCR Detection System (Bio-Rad) using PowerUp SYBR Green Master Mix (Applied Biosystems). Target gene expression relative to an internal reference gene (*Ubb*) was calculated using 2^−ΔCt^. Primer sets were validated for specificity by melt-curve analysis and tested for linear amplification over four orders of magnitude. Primers used for qRT-PCR are listed in Supplementary Data 8.

### Western blot analysis

Whole cell lysates were prepared in reducing sample buffer (32.9 mM Tris-HCl, 12.5% glycerol, 1% SDS, 2.5% 2-mercaptoethanol, 27 mg/ml DTT, 0.005% bromophenol blue) and heated at 98 °C for 10 min. Protein concentrations were measured using the RC DC Protein Assay (Bio-Rad). 20–40 μg total protein was loaded per well and samples were separated by SDS-PAGE gel electrophoresis in Tris-Glycine-SDS buffer (1st Base). Proteins were then transferred to Immun-Blot PVDF membranes (Bio-Rad) by wet electroblotting in Tris-glycine buffer containing 10% methanol. Membranes were blocked for 1 h at room temperature in TBS-T (Tris-buffered saline + 0.05% Tween-20) containing 5% milk or 3% BSA. Blots were incubated overnight at 4 °C with the following primary antibodies diluted in 3% BSA/TBS-T:PRDM10 (1:1000; A303-204A, Bethyl Laboratories), EIF3B (1:1000; VPA00380, Bio-Rad), FLAG M2 (1:1000, F1804, Sigma), alpha-tubulin (1:10,000; T5168, Sigma), beta-actin (1:1000; sc-47778, Santa Cruz). After three washes in TBS-T, blots were incubated with HRP-conjugated anti-mouse (1:10,000; sc-516102, Santa Cruz) or anti-rabbit (1:10,000; sc-2357, Santa Cruz) secondary antibody for 1 h at room temperature. SuperSignal West Femto Maximum Sensitivity Substrate or SuperSignal West Pico Chemiluminescent Substrate (Thermo Fisher Scientific) was used for chemiluminescent detection. Blots were imaged on a ChemiDoc Touch (Bio-Rad) and analyzed with Image Lab software (Bio-Rad).

### Luciferase reporter assays

To characterize the PRDM10 binding motif, oligonucleotides containing the motif sequence were annealed and ligated into the NheI and BglII sites of pGL4.23 [luc2/minP] (Promega). *Eif3b* promoter sequences were amplified by PCR from mouse genomic DNA and cloned into pGL4.23 using KpnI and XhoI. pGL4.23 reporter constructs were co-transfected with pGL4.74 [hRluc/TK] and pcDNA3-*Prdm10* expression plasmids into HEK293T cells cultured on 12-well plates. At 48 h post-transfection, firefly and Renilla luciferase activities were measured on a GloMax luminometer (Promega) using the Dual-Luciferase Reporter Assay System (Promega).

### EMSA

Labeled probes (Supplementary Data 8) were prepared by annealing 5′-biotinylated oligonucleotides (IDT). Binding reactions with purified recombinant protein and 10 nM labeled probe were performed at room temperature for 20 min in buffer containing 6 mM HEPES-KOH pH 7.9, 6% (v/v) glycerol, 100 μg/mL BSA, 0.4 μM ZnCl_2_ and 20 μg/mL poly(dI-dC). Samples were electrophoresed on 6% native polyacrylamide gels in 0.25× TBE buffer at 150 V, and transferred to Hybond N + nylon membranes (Amersham Pharmacia Biotech) in 0.5× TBE at 380 mA for 1 h. Biotinylated DNA was detected using the LightShift Chemiluminescent EMSA kit (Thermo Fisher Scientific). Blots were imaged on a ChemiDoc Touch (Bio-Rad) and analyzed using Image Lab (Bio-Rad).

### Flow cytometry

For cell cycle analysis, mESCs were seeded in six-well plates such that they were 40–60% confluent on the day of harvest. Cells were pulsed with 10 μM 5-ethynyl-2′-deoxyuridine (EdU) for 30 min, washed with PBS and dissociated into a single cell suspension by trypsin-EDTA. Fixation, permeabilization and EdU labeling was performed using the Click-iT Plus EdU Alexa Fluor 488 Flow Cytometry Assay Kit (Thermo Fisher Scientific) according to manufacturer’s instructions. Cells were incubated in 10 μg/ml DAPI on ice for >1 h to stain DNA and filtered through a 40 μm cell strainer immediately before data acquisition. To assess SSEA-1 surface expression, staining was carried out in FACS buffer (2% FBS in PBS) using mouse anti-SSEA-1 conjugated to Alexa Fluor 647 (BD Pharmingen, clone MC480) with 30 min incubation on ice. All flow cytometry data were acquired on a BD LSR II flow cytometer (BD Biosciences) and analyzed using FlowJo v10 (FlowJo LLC).

### Polysome fractionation

At Day 3 post-induction, mESCs were seeded at a density of 1 × 10^6^ (*Prdm10*^F/F^) or 2.5 × 10^6^ (*Prdm10*^Δ/Δ^) cells per 10-cm dish such that they were at similar confluence for analysis at Day 5. Cells were treated with 100 μg/ml cycloheximide (Sigma) for 10 min at 37 °C to arrest translation, then washed in ice-cold PBS and harvested on ice by scraping in 800 μl lysis buffer (10 mM Tris-HCl pH 7.4, 5 mM MgCl_2_, 100 mM KCl, 1% Triton X-100) supplemented with 2 mM DTT, 100 U/ml RNasin (Promega), protease inhibitor cocktail and 100 μg/ml cycloheximide. Lysates were sheared using a 26G needle and cleared by centrifuging at 1300 × *g* for 10 min at 4 °C. Clarified lysates were layered onto 10–50% sucrose gradients and centrifuged in an SW-41Ti rotor at 36,000 r.p.m. for 2 h. Gradients were fractionated using a BioComp Gradient Station fractionator, and absorbance at 254 nm was monitored to obtain the polysome profile. Polysome/monosome (P/M) ratios were derived by integrating the area under the respective peaks using Microsoft Excel.

### ChIP-seq

Feeder-free mESCs were harvested by trypsinization at 48 h post-induction and resuspended to 5 × 10^6^ cells/ml in 10% FBS DMEM. Cells were cross-linked with 1% formaldehyde for 15 min at room temperature, quenched with 125 mM glycine and washed twice in cold PBS. Chromatin extracts were obtained by successive rounds of lysis in LB1 (50 mM HEPES-KOH pH 7.5, 140 mM NaCl, 1 mM EDTA, 10% glycerol, 0.5% Nonidet-P40, 0.25% Triton X-100), LB2 (10 mM Tris-HCl pH 8.0, 200 mM NaCl, 1 mM EDTA, 0.5 mM EGTA) and LB3 (10 mM Tris-HCl pH 8.0, 100 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 0.1% sodium deoxycholate, 0.5% N-lauroylsarcosine), supplemented with 0.2 mM PMSF and protease inhibitor cocktail. Chromatin DNA was sheared to a size range of 100–500 bp with 5–6 cycles of sonication at 30% amplitude using a Branson Digital Sonifier (S540D). Triton X-100 was added to a final concentration of 1% and lysates were cleared by centrifugation. 5 μg antibody was added to 100 μg of sonicated chromatin and incubated overnight with rotation at 4 °C. 40 μl Protein A Dynabeads were added to each reaction and incubated at 4 °C for 4 h. Beads were then collected on a magnetic rack and washed in low salt buffer (10 mM Tris-HCl pH 8.0, 150 mM NaCl, 1 mM EDTA, 1% Triton X-100), high salt buffer (20 mM Tris-HCl pH 8.0, 500 mM NaCl, 2 mM EDTA, 1% Triton X-100, 0.1% SDS), LiCl buffer (10 mM Tris-HCl pH 8.0, 250 mM LiCl, 1 mM EDTA, 0.5% sodium deoxycholate, 0.5% Nonidet-P40), and TE buffer with 50 mM NaCl, then incubated with elution buffer (50 mM Tris-HCl pH 8.0, 10 mM EDTA, 1% SDS) at 65 °C for 20 min with continuous agitation. Eluted protein/DNA complexes were reverse-crosslinked overnight at 65 °C, treated with RNase A (Sigma) and proteinase K, and ChIP DNA was column-purified using QIAquick PCR Purification Kit (Qiagen). DNA concentrations of input and immunoprecipitated samples were measured on a Qubit instrument with Qubit dsDNA HS Assay kit (Thermo Fisher Scientific). Libraries were prepared from 4 ng of ChIP DNA using the NEBNext Ultra II DNA Library Preparation Kit for Illumina (NEB), largely following manufacturer’s instructions. All libraries were amplified for 9 PCR cycles and final elution volumes were reduced. Libraries were quantified by High Sensitivity DNA Assay on a Bioanalyzer and quantitative real-time PCR (KAPA Library Quantification Kit for Illumina, Roche). Final ChIP-Seq libraries were pooled and sequenced on an Illumina NextSeq 500 using single-end 75 bp reads to generate ~20 M raw reads per library.

### ChIP-seq data analysis

ChIP-seq data were processed using the ENCODE Transcription Factor and Histone ChIP-Seq pipeline (https://github.com/ENCODE-DCC/chip-seq-pipeline2; v1.1.7, commit 2f567e6e). Briefly, raw fastq files were aligned with bwa (v0.7.13) then filtered to remove duplicates (with Picard v2.10.6), multi-mapping reads and low-quality alignments (with samtools v1.2). SPP (v1.13) was then used to call peaks from the filtered alignments; in addition to calling peaks on each individual sample, peaks were called on the pooled set of alignments across all samples, as well as two pseudo-replicates obtained from the pooled set by splitting alignments into two equal sets. Peaks in the ENCODE mm10 blacklist were filtered out. The filtered peak sets were then assessed for reproducibility using IDR^43^ (v2.0.4.2). The final peak set used was the “optimal” peak set from the pipeline, which was obtained from the pooled pseudo-replicates with IDR cut-off of 0.05. ChIP-seq peak annotation analyses were carried out using the R package ChIPpeakAnno^44^ (v3.16.1). Using the *annoPeaks* function with GRCm38.p6 annotations, peaks were annotated with genes if they were located within 5 kb upstream to 1 kb downstream of the gene body. Distribution of peaks over genomic features were summarized in peak-centric view using the function *assignChromosomeRegion*. ChIP-seq signal tracks were visualized using the Integrative Genomics Viewer^45^ (IGV, v2.4.14) and heatmaps were generated using SeqPlots^46^. Histone ChIP-seq datasets with the identifiers ENCFF043LTY (H3K4me1), ENCFF469DBC (H3K4me3), ENCFF289ATH (H3K9me3), ENCFF012GHA (H3K27me3), and ENCFF785WPG (H3K36me3) were downloaded from the ENCODE portal^47^.

### Motif analysis

Homer^48^ (v4.10.4; findMotifsGenome.pl) was used to discover motifs from PRDM10 ChIP-seq peaks. Repeat-masked sequence from the mm10 assembly (mm10r) was extracted from peak regions (–size given) defined in the optimal peak set (pooled pseudo-replicates, IDR cutoff 0.05, blacklist filtered) and used to discover up to ten motifs (−S 10) for lengths from 8 to 20 bp with a step of 2 (−len 8,10,12,14,16,18,20), allowing up to four mismatches in the optimization (−mis 4). Homer (annotatePeaks.pl) was then used to scan the ChIP-seq peaks (−size given) as well as TSS ± 1 kb regions (tss mode, −size −1000,1000) for the discovered PRDM10 motif to obtain a set of hits for the conservation analysis. deeptools computeMatrix (v3.3.0) was used to extract phyloP scores 15 bp upstream and downstream of the motif hit sites; phyloP scores are for multiple alignments with 59 vertebrate genomes to the mouse genome and were obtained from the UCSC genome browser (http://hgdownload.cse.ucsc.edu/goldenpath/mm10/phyloP60way/mm10.60way.phyloP60way.bw). The scores were subsequently plotted with the Python package seaborn.

### mESC RNA-seq

*Prdm10*^F/F^; *ROSA26*-CreER^T2^ mESCs were harvested in TRIzol at indicated time-points post-induction and total RNA purified as described above. Total RNA was quantified on a Nanodrop and RNA quality was assessed on an Agilent 2100 Bioanalyzer using the RNA 6000 Nano kit (Agilent Technologies). RNA integrity values were between RIN9.5–10, confirming high quality total RNA. RNA-Seq libraries were constructed from 1 mg total RNA using the TruSeq Stranded Total RNA Sample Preparation kit (Illumina) following manufacturer’s instructions with a few modifications. The resulting libraries were assessed by High Sensitivity DNA Assay on a Bioanalyzer and quantitative real-time PCR (KAPA Library Quantification Kit for Illumina, Roche). Final RNA-Seq libraries were pooled and sequenced on an Illumina NextSeq 500 instrument using paired-end 2 × 75 bp reads to generate >48 M raw reads per sample.

### Single embryo RNA-seq

Naturally mated timed pregnant females from *Prdm10*^Δ/+^ intercrosses were sacrificed at E2.5. 8-cell stage single embryos were collected and individually snap frozen in 4 ul lysis buffer containing dNTP mix, oligo-dT primer and SUPERase-In RNase inhibitor (Invitrogen). RNA-seq library preparation was performed according to the Smart-seq2 protocol with slight modifications^49^. Embryos were isolated and processed in two separate batches. To pre-screen cDNA samples for downstream library preparation, mutant (*Prdm10*^Δ/Δ^) and control (*Prdm10*^+/+^, *Prdm10*^Δ/+^) embryos were identified by qRT-PCR detection of *Prdm10* exon 5. 16 cycles of PCR pre-amplification were carried out for batch 1 and 13 cycles for batch 2. For both batches, 1 ng of cDNA was used for tagmentation with the Nextera XT DNA Library Prep Kit (Illumina) as described^49^. Final libraries were amplified and pooled for single-end sequencing on an Illumina NextSeq 500 instrument with 75 bp read length to yield ~4.5–10.6 M raw reads per embryo.

### RNA-seq data analysis

RNA-seq data was processed using the ENCODE STAR-RSEM pipeline (https://github.com/ENCODE-DCC/long-rna-seq-pipeline/blob/master/DAC/STAR_RSEM.sh). In brief, sequence reads were mapped to the mouse genome build GRCm38.p6 using STAR^50^ (v2.6.0c), and gene-level transcript abundances were quantified by RSEM^51^ (v1.3.1) against the GENCODE mouse vM18 annotation set. DESeq2^52^ (v1.22.2) was used for differential expression analysis; genes were considered to be significantly differentially expressed at *P*_adj_ < 0.05, and a minimum expression threshold was applied to exclude low-abundance genes (mESCs: baseMean > 100; embryos: baseMean > 10). Volcano plots were generated using the R package EnhancedVolcano (v.1.0.1), expression heatmaps were generated using the R package pheatmap (v1.0.12), and GO enrichment analysis was performed using Metascape^53^ (http://metascape.org). Aligned reads with splice junctions were visualized on the IGV browser.

### Statistics

No statistical methods were used to predetermine sample size. Results were represented as mean ± standard deviation (s.d.) and all experiments have at least three independent biological repeats unless otherwise noted in the figure legends. Differences between groups were examined for statistical significance using unpaired two-tailed Student’s *t* test (for two groups), one-way ANOVA or two-way ANOVA followed by Tukey’s multiple comparisons test (for more than two groups) in GraphPad Prism 8.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

## Data Availability

ChIP-seq and RNA-seq data sets generated in this study have been deposited in NCBI’s Gene Expression Omnibus (GEO) under accession code GSE135022. All other data supporting the findings of this study are available from the corresponding authors upon reasonable request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Global translation during early development depends on the essential transcription factor PRDM10
**Source:** Nat Commun. 2020 Jul 17;11:3603. doi: 10.1038/s41467-020-17304-3
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: PRDM10 ChIP-seq peaks

File Name: Supplementary Data 2

Description: Differential gene expression for KO vs. WT mESCs at Day 2 post-deletion

File Name: Supplementary Data 3

Description: Differential gene expression for KO vs. WT mESCs at Day 4 post-deletion

File Name: Supplementary Data 4

Description: GO enrichment analysis of genes differentially expressed (KO vs. WT,  $p_{adj} < 0.05$ ) at Day 4

File name: Supplementary Data 5

Description: Gene expression in 8-cell stage embryos (MUT vs. CTL)

File name: Supplementary Data 6

Description: Genes associated with PRDM10 binding sites

File name: Supplementary Data 7

Description: Genes bound by PRDM10 and differentially expressed in Prdm10-null mESCs/embryos ( $p_{adj} < 0.05$ , fold-change  $> 2$ )

File name: Supplementary Data 8

Description: Oligonucleotide sequences

How the deposited data were processed for this re-analysis (not part of the article)

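PRDM10 ChIP-seq was carried out in *Prdm10* F/F; *ROSA26-*CreER T2 mESCs given 50 nM 4-OHT or EtOH for 24 h and harvested at 48 h, with 3 ChIP samples and 1 input sample per treatment. The 3 ChIP samples of a treatment differ in the antibody used.

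The authors ran the ENCODE ChIP-seq pipeline, with alignment to mm10 by bwa, removal of duplicates, multi-mapping reads and low-quality alignments, peak calling by SPP on single samples, on the pool and on pseudo-replicates of the pool, removal of blacklisted peaks, and selection by IDR. The deposited lists used here are 1 per treatment, pooled over the antibodies. In the deposited lists, the score is the IDR score that the authors obtained for each peak, capped at 1000. The deposited signal value is the authors' peak caller's enrichment for each peak over the pooled samples. A further deposited score stands for the peak caller's FDR and is below 0 for 37 EtOH peaks and 76 4-OHT peaks, so it was used only to describe peaks. The summit is given as an offset in bp from the start of the peak. The lists do not carry read counts, so the depth of each sample and the precision it gives are unknown here. No replicate error can be given, and the peaks of a list are not replicates. Wilson 95% intervals cover the sampling of peaks only.

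Everything else was computed from the lists. Peaks of the 2 lists were compared by overlap of at least 1 bp. Signal values were compared only within a list, by two-sided permutation tests of the difference in medians with 100000 resamples, and shared peaks by Spearman's rho of their ranks with a permutation test. Promoters were the TSS and the 1 kb upstream of it for all 141730 transcripts of GENCODE vM21, and shares were set against 1000 random placements of the peaks on their own chromosomes outside assembly gaps. The annotation version that the paper used with the peaks is named only as GRCm38.p6. Genes were joined to peaks from 5 kb upstream to 1 kb downstream of the gene body. Differential expression was taken from the paper's supplementary data, with the paper's thresholds of an adjusted p-value under 0.05 and a fold change above 2, and tested with two-sided Fisher's exact tests of direction by binding. The RNA-seq samples were not analysed here. Day 4 genes came from the readable part of Supplementary Data 3 together with Supplementary Data 7. Those without a peak came only from the readable part, so the Day 4 tests of direction do not cover all genes.

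For the motif, the logo of Fig. 2c was read by eye as an IUPAC pattern of 14 bases. It was matched on both strands of repeat-masked sequence, as the paper's motif search was, and set against 10 regions per peak of the same length near TSSs of genes without a peak, within 2 percentage points of GC content, a tolerance that was widened where too few such regions were found. The mean GC content was 59.3% in peaks and 59.2% in the regions. Matches were also placed at random within their own peaks in 10000 draws. The matching, overlap and ranking steps were tested on simulated data: 200 of 200 sequences with a planted motif and 90 of 90 planted overlaps were found, and the planted core ranked 1 among gapped 6-mers.

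The reading of the motif, the tests of the paper's results and the rule for the items named were fixed before the data were examined. Tests and items chosen later are described as such where they are given. The items named by the rule are the genes that the paper names as bound, the 5 EtOH peaks and the 3 4-OHT peaks with the highest signal values, and, since there were more than 10 4-OHT peaks without an EtOH peak, the 5 of them with the highest signal values. The 3 strongest 4-OHT peaks were at *2410006H16Rik* (signal value 434), *Taf15* (427) and *Cenpn* (427). The alternatives tried were stricter IDR scores, other definitions of overlap, merged peaks, other gene sets and promoter definitions, other backgrounds and pattern readings, and subsets by signal value. Histone marks, conservation scores, reporter assays and gel shifts were not analysed here. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, pyfaidx 0.9.0.4 and matplotlib 3.10.9, and samtools 1.23.1 indexed the genome.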

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

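In the deposited 4-OHT list, 67 of the 176 peaks overlapped no EtOH peak, while the paper reports no peaks found only in PRDM10-deficient cells. For these 67 peaks, a missing EtOH call is not the same as absence in WT mESCs, which was not measured here. The tests of signal value and of chromosomes below were chosen only after the positions and signal values of these peaks had been seen. The tests of the motif and of repeats were set before their results were seen.

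The design offers a biological explanation, sequence-specific binding gained after 4-OHT. Under it the motif would be more frequent in these peaks than in matched regions. A match was found in 3 of the 67 peaks (4.48%, Wilson 95% interval 1.53% to 12.4%) and in 13 of 670 matched regions (1.94%; two-sided Fisher's exact test, p = 0.171), so an excess was not detected with this number of peaks and is not ruled out. The same scan found a match in 55 of the 109 4-OHT peaks that overlap an EtOH peak (50.5%) and in 25 of 1090 matched regions (2.29%).

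A candidate explanation is that many of the 67 are calls close to the peak caller's threshold. Their median signal value was 41.0, against 99.9 for the 109 others (two-sided permutation test with 100000 resamples, p = 1e-05, the smallest they can give), and the deposited FDR score was below 0 for 60 of the 67 and for 16 of the 109. A threshold alone would not place them on a few chromosomes. Joined within 100 kb, the 67 peaks make 49 loci, of which 17 lie on chromosome 1, 13 on chromosome 11 and 11 on chromosome 8, where chromosome length gives 3.64, 2.27 and 2.41. By the chi-square statistic, as uneven a spread was reached in draws by chromosome length with p = 0.0001, the smallest that 10000 draws can give. By the same chi-square draws, the EtOH loci also departed from chromosome length (p = 0.0008), and the 4-OHT loci that overlap an EtOH peak gave p = 0.085. Compared directly, the 49 loci and the 97 loci that overlap an EtOH peak were spread differently over the chromosomes (permutation test with 10000 permutations, p = 0.0001). A difference in the number of copies of these chromosomes may lie behind this, as may any other step that gives more reads from them. The stretch on chromosome 1 that holds 11 of the 67 peaks also holds 3 EtOH peaks, with signal values of 27.0 to 36.4 in the EtOH list, so calls there are not specific to 4-OHT. Copy number and input coverage were not analysed here, so these cannot be told apart.

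Reads in repeats were tested by the share of soft-masked bases, which was 26.1% in the 67 peaks and 32.9% at the median of 100 random placements (one-sided permutation of position, p = 1.0 for a higher share). It was 7.30% in the 109 others. The authors removed multi-mapping reads, which lowers this share in any list, so repeats cannot be ruled out by this test. None of the 4 explanations is ruled out by these tests, and they do not exclude each other. The pattern cannot be told apart from a technical one.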

How the results depend on the processing

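No paired analysis was possible because each peak list used here pools the 3 antibodies of a treatment, and values per antibody were not analysed here. For the same reason, leaving out each replicate in turn was not possible. The depth per sample is unknown, so whether a missing 4-OHT peak reflects lost binding or limited depth was not measured.

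Of the 66 alternatives set before the data were examined, 56 left the result as it was, 9 moved a value, 1 raised the p of a Fisher's exact test above 0.05 and none reversed a direction. A tested result was taken as unchanged when its direction and its side of p = 0.05 were kept in a permutation or Fisher's exact test. A count or a rank was taken as unchanged within 1.5 times its value, and a share with no test within its 95% confidence interval. The numbers of bound genes among differentially expressed genes had to meet both the rule for tests and that for counts. Of the 16 alternatives added after seeing the data, 13 left the result as it was. The other 3 moved the numbers of bound genes by more than 1.5 times, while their tests stayed under 0.05.

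A stricter IDR score lowered the 4-OHT count from 176 to 110 peaks at a score of at least 830 and to 98 at a score of 1000, while the EtOH count went from 528 to 506 and 504. With the score of at least 830 in both lists, 4-OHT peaks without an EtOH peak numbered 14 in place of 67. An overlap of at least 50% of both peaks lowered the share of EtOH peaks with a 4-OHT peak from 20.3% to 9.85% and raised the 4-OHT peaks without an EtOH peak to 125. The median widths were 430 bp in the EtOH list and 1140 bp in the 4-OHT list, so a peak of each median width cannot overlap by that share of both. The rule of 1 kb upstream of or overlapping the TSS lowered the number of genes with a peak from 691 to 431. With only the EtOH peaks that lack a 4-OHT peak, bound genes among those differentially expressed numbered 28 at Day 2, 37 at Day 4 and 10 in embryos, in place of 52, 77 and 28, and the tests of direction gave p = 0.031, 0.000355 and 0.03 (Fisher's exact test). Under this setting, bound genes whose EtOH peaks all overlap a 4-OHT peak join the comparison group, which grows from 9 to 33 genes at Day 2, from 92 to 132 at Day 4 and from 57 to 75 in embryos. With those genes left out of both groups, an alternative chosen after seeing the data, the same 28, 37 and 10 genes gave p = 2.03e-06, 1.97e-07 and 0.01 (Fisher's exact test). Within the 264 EtOH peaks with the higher signal values, the log2 odds ratio of a motif match in peaks with against without a 4-OHT peak fell from 1.35 to 0.73 and no longer passed the threshold (Fisher's exact test, p = 0.0532), where the other alternatives gave p from 7.46e-08 to 0.000689. The cause was not tested for the changes with the IDR score, the TSS rule or the higher signal values.

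The promoter share stayed between 66.7%, with GENCODE basic transcripts, an alternative chosen after seeing the data, and 76.3%, and the intergenic share between 9.29% and 14.0%. The share of peaks with the motif ran from 23.5% in the 100 bp on each side of the summit to 61.7% for the core pattern, in each case above its background.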

Differences from the paper's values

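For the values that the paper states in its text and that were also computed here, none differed by more than 1.5 times under the main settings.

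The paper states that peaks present in PRDM10-deficient cells but absent in WT mESCs were not found. In the deposited lists, 67 of the 176 4-OHT peaks had no EtOH peak. Of the alternatives set before the data were examined, the number was 66 with peaks within 1 kb counted as shared, 79 with summits within 100 bp, 125 with an overlap of at least 50% of both peaks and 14 with an IDR score of at least 830 in both lists. With overlapping peaks merged, an alternative chosen after seeing the values, it was 53. None of these settings gave a count of 0. The counts are of called peaks, and a peak without an EtOH call may still have signal in WT mESCs, which was not measured here.

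The paper states that each of the adjacent binding regions in the *Eif3b* promoter holds a match of the consensus motif. With the pattern read from Fig. 2c, no full match was found there. With 1 mismatch allowed outside the core, an alternative set before the data were examined, the region of the summit at 140419251 has a match. With 1 mismatch allowed at any position, chosen after seeing the values, both regions have one.

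The share of peaks with the motif is about 45% in Fig. 2c, read by eye, and 32.2% here. It was 51.7% with 1 mismatch allowed outside the core and 61.7% with the core pattern.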

Other observations

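The test of signal value against overlap in the next paragraph and the comparison of the closest TSS at genes that rose were chosen only after the result was seen. The others were set before their results were seen.

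EtOH peaks that were still called after 4-OHT may be those that stay above the detection limit as PRDM10 falls. The EtOH signal value separated peaks with a 4-OHT peak from peaks without, with an area under the curve of 0.873. If the remaining calls came from pull-down that does not depend on the motif, they would hold the motif less often. They held it more often: 53 of 107 peaks with a 4-OHT peak (49.5%) and 117 of 421 without (27.8%) had a match, a log2 odds ratio of 1.35 (two-sided Fisher's exact test, p = 2.78e-05). Peaks with a 4-OHT peak also have higher signal values, and the motif is more frequent at higher signal values. Within the 264 EtOH peaks with the higher signal values, 48 of 97 and 62 of 167 had a match, a log2 odds ratio of 0.73 (Fisher's exact test, p = 0.0532). The difference was thus smaller among these peaks, for a reason that was not tested, and a contribution of such pull-down is not ruled out. Residual PRDM10 protein 48 h after the start of treatment is a candidate source of these calls. Protein was not analysed here.

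Peaks with a match of the motif had a median signal value of 241, against 100.4 for peaks without (two-sided permutation test with 100000 resamples, p = 1e-05, the smallest they can give). By quartile of signal value from the highest to the lowest, a match was found in 45.5%, 37.9%, 28.0% and 17.4% of 132 peaks each. Promoters held 82.4% of the peaks with a match and 65.9% of those without, so position and motif are not separated by this test. It is a hypothesis that the motif sets part of the strength of a peak.

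Most bound genes did not pass the paper's thresholds for a change in expression. Peaks without the motif were tested as a reason. A match was found in 35 of the 83 peaks at genes that Supplementary Data 7 lists as downregulated in mESCs (42.2%) and in 131 of the 406 other peaks with a gene (32.3%; two-sided Fisher's exact test, p = 0.0979). Among the peaks with a gene in the upper part of the signal range, 29 of 70 and 81 of 191 had one (Fisher's exact test, p = 1.0). A difference was not detected by these tests and is not ruled out.

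The 5 bound genes that rose in mESCs after deletion, *Cpsf4l*, *Cwc27*, *Arl2*, *Rhbdd3* and *Prdm10*, were named after their values were seen and were looked at for a peak that sits at a neighbouring gene instead. All 5 had the summit of their strongest peak within 500 bp of their own TSS, as did 75 of the 78 that Supplementary Data 7 lists as having fallen (Fisher's exact test, p = 1.0). This does not exclude a promoter shared with a neighbour. A TSS of another gene lay closer to the summit than the gene's own TSS for 3 of the 5, at 91 bp against 248 bp for *Arl2* (*Batf2*), 64 bp against 71 bp for *Rhbdd3* (*Ewsr1*) and 188 bp against 255 bp for *Prdm10* (*4930517E14Rik*), and for 13 of the 78 (two-sided Fisher's exact test, p = 0.047). With 5 genes and a test chosen after their peaks had been seen, a neighbouring promoter can be neither ruled out nor singled out. *Prdm10* itself has EtOH peaks on chromosome 9 from 31280644 to 31280945 and from 31280896 to 31281082, with signal values of 312 and 215, and neither overlaps a 4-OHT peak. Both summits lie in intron 1 of the *Prdm10* transcript used to place summits. Over all annotated transcripts of any gene, the first peak overlaps a 5′UTR and the second a promoter. The second summit lies 22 bp from the nearest TSS of any gene, but 465 bp from the nearest TSS of *Prdm10*. The first holds a full match, GATGGTACAGTCCA, from 31280874 to 31280887. The paper's tables list *Prdm10* as higher in mESCs at Day 2 (the paper's log2 fold change is 1.30) and Day 4 (1.07) and as lower in embryos (-1.29). These are the paper's values for the edited gene itself, and no explanation of them was tested.

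Among the 113 EtOH peaks with a match and protein-coding TSSs of a single direction within 500 bp, the match lay on the sense strand in 67 (59.3%, Wilson 95% interval 50.1% to 67.9%; exact binomial test, two-sided, p = 0.0594). A preferred direction was not detected and is not ruled out. The match lay upstream of the nearest TSS in 79 and downstream in 34, with a median position of -36.0 bp.

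For 8-cell embryos, the paper's calls were joined to the EtOH peaks of mESCs, since PRDM10 binding in embryos was not analysed here. All 28 bound genes among the paper's differentially expressed genes were downregulated, against 32 of the 57 genes without a peak (two-sided Fisher's exact test, p = 6.26e-06). A 4-OHT peak overlapped 20 of the 34 EtOH peaks at genes downregulated in embryos (58.8%) and 87 of the 494 others (17.6%; Fisher's exact test, p = 3.32e-07). The overlap in embryos was not compared among peaks of like signal value. *Prdm10*, the deleted gene itself, is among the 28 genes, and its EtOH peaks are among the 34. The embryo tests were not repeated without it.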
